# Dynamically regulated transcription factors are encoded by highly unstable mRNAs in the *Drosophila* larval brain

**DOI:** 10.1261/rna.079552.122

**Published:** 2023-07

**Authors:** Mary Kay Thompson, Arianna Ceccarelli, David Ish-Horowicz, Ilan Davis

**Keywords:** 4-thiouridine, *Drosophila*, RNA decay, brain development

## Abstract

The level of each RNA species depends on the balance between its rates of production and decay. Although previous studies have measured RNA decay across the genome in tissue culture and single-celled organisms, few experiments have been performed in intact complex tissues and organs. It is therefore unclear whether the determinants of RNA decay found in cultured cells are preserved in an intact tissue, and whether they differ between neighboring cell types and are regulated during development. To address these questions, we measured RNA synthesis and decay rates genome wide via metabolic labeling of whole cultured *Drosophila* larval brains using 4-thiouridine. Our analysis revealed that decay rates span a range of more than 100-fold, and that RNA stability is linked to gene function, with mRNAs encoding transcription factors being much less stable than mRNAs involved in core metabolic functions. Surprisingly, among transcription factor mRNAs there was a clear demarcation between more widely used transcription factors and those that are expressed only transiently during development. mRNAs encoding transient transcription factors are among the least stable in the brain. These mRNAs are characterized by epigenetic silencing in most cell types, as shown by their enrichment with the histone modification H3K27me3. Our data suggest the presence of an mRNA destabilizing mechanism targeted to these transiently expressed transcription factors to allow their levels to be regulated rapidly with high precision. Our study also demonstrates a general method for measuring mRNA transcription and decay rates in intact organs or tissues, offering insights into the role of mRNA stability in the regulation of complex developmental programs.

## INTRODUCTION

Development of a multicellular organism requires intricate control of protein production in response to specific signals. Much of this control is exercised at the level of transcription, with signaling cascades leading to binding of transcription factors to recognition sites in the genome. Transcription factor binding precipitates production of a target mRNA, and eventually, translation of protein required in a specific cell at a specific time. Another class of gene regulation, known as post-transcriptional regulation, operates on the mRNA after its production. mRNAs can be regulated post-transcriptionally by several means: translation, intracellular localization, and decay, among others. The stability of an mRNA determines whether it is available for translation into protein and whether it reaches the region of the cell where it is required. Regulation of mRNA stability is a key component of gene regulation because the inappropriate presence of even a single molecule of mRNA could have drastic consequences. According to some estimates, one molecule of mRNA directs the synthesis of 6000 molecules of protein on average (Schwanhäusser et al. 2011). In combination with translational control, rapid degradation of unneeded RNAs can prevent the accumulation of proteins in the incorrect cell type or at the incorrect developmental stage.

Multicellular development involves many rapid transitions in cell types and finely tuned spatial boundaries. Such cell fate changes are often accompanied by rapid changes in gene expression. For example, reiterated, segmental organization of the early *Drosophila* embryo depends on the striped expression of pair-rule segmentation genes in alternate segment-wide stripes (Chipman 2020). Expression of these transcripts is highly dynamic (Hafen et al. 1984; Lim et al. 2018), with the mRNAs of *fushi tarazu* (*ftz*) and other pair-rule transcripts having half-lives of only 7 min (Edgar et al. 1986, 1989). Instability of Ftz protein appears also to be critical for correct patterning (Kellerman et al. 1990).

Later in development, the embryo undergoes even more complicated patterning to create tissues and organs, the most intricate of which is probably the brain. In *Drosophila*, neural identities are determined by a defined series of temporal transcription factors (Grosskortenhaus et al. 2005), and similar transcriptional cascades have been described in mammalian neural stem cells (Beckervordersandforth et al. 2015). For several switches, a rapid transition in expression of successive factors depends on transcriptional repression of an early factor by its successor (Doe 2017). However, it seems likely that robust switching between stem cell identities also depends on rapid mRNA degradation or translational repression. Regulation of RNA stability is likewise important for neural differentiation, and specific RNA-binding proteins stabilize or destabilize their targets during fate transition (Moon et al. 2018; Samuels et al. 2020).

Current measurements of RNA stability have largely been derived from single-celled organisms or cultured mammalian cells, and so do not directly address in vivo mechanisms of cell-state changes in developing tissues. Very few studies have estimated RNA stability in multicellular organisms (Burow et al. 2015; Sami et al. 2022), and we are unaware of any data describing RNA stability across an entire brain. In this paper, we estimate synthesis and decay rates in the *Drosophila* larval brain genome wide by analyzing the metabolic labeling kinetics of more than 7000 RNAs. We show that decay rates of different RNA species vary by orders of magnitude, with rates differing greatly across different gene functions. In particular, we found that mRNAs that encode transcription factors are particularly unstable, especially if their expression is restricted to a limited number of cell types. Many of these cell type-specific transcription factor RNAs are derived from genes that are targets of histone H3K27 trimethylation, a chromatin modification that is associated with transcriptional repression. Our results suggest a link between transcriptional and post-transcriptional repression during brain development.

## RESULTS

To study RNA dynamics genome-wide, we first devised a protocol to address the technical challenges of estimating decay rates from small tissue samples (see Materials and Methods). We found that RNA transcription and decay rates can be estimated from these samples using metabolic labeling, the steady-state assumption, and a single time point design (de Pretis et al. 2015). In this method, synthesis rates are estimated directly from a pulse of 4-thiouridine (4sU) RNA labeling, and decay rates are inferred by comparing the synthesis rates with the measured total RNA levels from the same sample. The steady-state assumption requires that total RNA levels do not change over the course of the assay. To evaluate this assumption, we collected RNA from brains either directly after dissection or after 60 min of incubation in our culture conditions. 

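The deposited data for this test are 9 libraries made with the QuantSeq 3′ kit from third-instar larval brains, 3 replicates in each of 3 groups, with 50 brains per replicate. Brains were taken at 0 min after dissection, after 60 min in culture medium without 4sU, or after 60 min with 500 µM 4sU. The authors assigned the single reads to transcripts and introns with kallisto and deposited estimated counts and TPM for each gene. Exonic counts of genes ranged from 15675410 to 17560974 per library at 0 min (median 16275871), from 14371949 to 18081532 after 60 min without 4sU (median 15649571), and from 13677010 to 17907941 after 60 min with 4sU (median 17028501). The estimated counts were rounded, normalized by TMM and fitted over all 9 libraries with edgeR's quasi-likelihood test, which is two-sided, for 9856 genes with at least 10 counts in at least 2 libraries of a group. Genes with a Benjamini-Hochberg adjusted p under 0.05 are said to rise or fall, and levels are given as CPM, counts scaled to TMM library sizes (mean ± SD, n = 3). On simulated libraries of the same depth, this test recovered 45% of 2-fold and 86% of 4-fold changes after 60 min without 4sU.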

We found that the global pattern of RNA levels was highly correlated between the two time points (*r*^2^ = 0.94), supporting our use of the steady-state model (Supplemental Fig. S1A). 

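stv (FBgn0086708, 3L:13477541–13483515 in BDGP6), which encodes a co-chaperone of Hsp70, rose from 17.6 ± 3.08 to 89.1 ± 7.1 CPM after 60 min without 4sU (log2 fold change 2.34, standard error 0.15, adjusted p = 9.53e-05 from edgeR's quasi-likelihood test). ImpL2, which encodes a secreted inhibitor of insulin signalling, rose from 68.1 ± 7.80 to 296 ± 36.3 CPM (log2 fold change 2.12, standard error 0.14, adjusted p = 9.53e-05 from edgeR), and the chaperone gene DnaJ-1 rose from 66.2 ± 7.96 to 219 ± 34.0 CPM (log2 fold change 1.72, standard error 0.15, adjusted p = 0.000406). Of 17 heat shock genes measured, 10 rose, 0 fell and 7 did not pass (13 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 2.34 (limma's camera, adjusted p = 2.82e-26, and adjusted p = 0.0424 with an estimated correlation). Among them, Hsp26 rose from 204 ± 32.1 to 1039 ± 265 CPM (log2 fold change 2.35, standard error 0.24, adjusted p = 0.000736 from edgeR), Hsp68 from 12.8 ± 5.70 to 280.5 ± 161 CPM and Hsp22 from 10.5 ± 4.81 to 147 ± 69.5 CPM. Hsp70Ba had 0 counts in every 0 min library and reached 18.1 ± 4.52 CPM, a rise of at least 97.6-fold with 3 counts per library taken as the floor (edgeR, adjusted p = 0.000406), and its value is uncertain because the Hsp70 copies are nearly identical in sequence. Of 15 genes of JNK signalling and wound repair, 6 rose, 0 fell and 9 did not pass (9 rose over the list alone), with a median of 0.81 (camera, adjusted p = 4.07e-11, and adjusted p = 0.0107 with an estimated correlation). The 6 were Ets21C (2.16, from 19.5 ± 2.65 to 86.9 ± 24.0 CPM), the matrix metalloproteinase gene Mmp1 (1.71), the JNK phosphatase gene puc (1.09), the cytokine genes upd2 (3.93) and upd3 (3.44), and kay (0.98). Of 11 immediate early genes, 4 rose, 1 fell and 6 did not pass (6 rose and 2 fell over the list alone; camera, adjusted p = 1.69e-06, and adjusted p = 0.0273 with an estimated correlation), and the faller, vri, encodes a repressor of the circadian clock (log2 fold change −1.25, standard error 0.21, adjusted p = 0.0143 from edgeR). All 3 NF-κB genes rose, Rel from 17.7 ± 0.593 to 49.3 ± 1.35 CPM (log2 fold change 1.48, standard error 0.13, adjusted p = 0.000457 from edgeR), Dif from 2.53 ± 0.385 to 9.51 ± 0.494 CPM and dl from 6.56 ± 1.74 to 21.4 ± 2.84 CPM. Mdr65, which encodes a transporter of the blood-brain barrier, fell from 42.2 ± 4.00 to 14.1 ± 3.75 CPM (log2 fold change −1.58, standard error 0.23, adjusted p = 0.00683 from edgeR), and Blimp-1, an ecdysone-induced repressor gene, fell from 33.0 ± 4.54 to 13.7 ± 2.67 CPM. In all, 118 genes rose and 14 fell of 9856 tested (736 had an unadjusted p under 0.05 in edgeR), and each of the 132 had no overlap between the CPM values of both groups, against 12.9% of all genes tested and 10% of genes by chance. Mean TPM of the 9846 genes correlated across genes with an r2 of 0.928 on log10 values, where genes are not independent replicates. For single libraries, 9 pairs between the groups gave 0.560 to 0.740 against 0.663 to 0.786 for 6 pairs within a group. The pseudocount was 2.41e-10 TPM, which sets genes at 0 in a library far from the others and lowers such values. With a pseudocount of 1 TPM the r2 of the means was 0.981. From its correlation the paper reasons that the steady-state model can be used. The FOXO target list was also called up (2 of 10 rose, 8 did not pass, 5 rose and 1 fell over the list alone; camera, adjusted p = 7.76e-05), and it lost its call with adjusted p = 0.396 with an estimated correlation. Called down were the ecdysone response (1 of 18 fell, Blimp-1; camera, adjusted p = 0.00110, but adjusted p = 0.521 with an estimated correlation), oxidative phosphorylation (0 of 64 fell; 0.00977, but adjusted p = 0.784 with an estimated correlation) and ring gland lists (0 of 9 fell; 0.0158, but adjusted p = 0.649 with an estimated correlation). Without replicate 3 the ring gland list turned up (adjusted p = 0.850). Only the heat shock, JNK and immediate early calls hold with an estimated correlation, here and after 60 min with 4sU. DESeq2 called 218 genes, and edgeR called 72, 63 and 81 genes without 0 min replicate 1, 2 and 3.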

A similar result was found when we compared brains incubated for 60 min in the presence of 4sU with brains harvested directly after dissection (Supplemental Fig. S1B), suggesting that incubation in 500 µM 4sU does not cause large gene expression changes over this time frame. 

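With 4sU in the medium, stv rose to 91.1 ± 5.04 CPM (log2 fold change 2.37, standard error 0.15, adjusted p = 9.61e-05 from edgeR against 0 min), ImpL2 to 269.6 ± 21.7 CPM (1.99) and Rel to 58.9 ± 8.68 CPM (1.73). Hsp26 rose to 1063 ± 276 CPM (log2 fold change 2.38, standard error 0.24, adjusted p = 0.000757 from edgeR), and Ets21C, which encodes a transcription factor activated by JNK, rose to 79.9 ± 14.1 CPM (log2 fold change 2.03, standard error 0.22, adjusted p = 0.000971). Hsp70Ba, at 0 counts at 0 min, rose at least 104-fold to 19.3 ± 8.24 CPM, and puc and Mmp1 rose to 197 ± 20.8 and 51.3 ± 1.52 CPM. The ligand genes Pvf2 (1.82), spz (1.29) and upd2 (3.87) rose, as did Pvr (1.52), the receptor gene for Pvf2. NKCC, which encodes a cation-chloride cotransporter, fell from 23.8 ± 1.21 to 14.0 ± 0.931 CPM (log2 fold change −0.76, standard error 0.13, adjusted p = 0.0229 from edgeR), and Mdr65 fell to 13.8 ± 3.28 CPM (−1.62). Of 9856 genes, 117 rose and 11 fell (687 had an unadjusted p under 0.05 in edgeR). DESeq2 called 200.0 genes, and edgeR called 77, 83 and 78 genes without 60 min replicate 1, 2 and 3. Without 0 min replicate 1, 2 and 3 it called 70.0, 67 and 69. Of the 128, 107 also rose and 10 also fell after 60 min without 4sU. The numbers shared would be 1.40 and 0.0156 if the 2 comparisons were independent, and 0 in each of 20 simulations of unchanged groups with the same shared 0 min libraries. Log2 fold changes of the 2 comparisons correlated across genes with r = 0.814, against 0.494 in the simulations, and their covariance was 0.209 against 0.0585. The simulations leave out that the 60 min libraries with and without 4sU are paired by replicate, which also raises these values. Heat shock (10 rose, 0 fell and 7 did not pass; 13 rose and 1 fell over the list alone; median 2.37, camera adjusted p = 2.25e-25), JNK (6, 0 and 9; 8 over the list alone; 0.83, 3.72e-11) and immediate early lists (4, 1 and 6; 7 and 2 over the list alone; 9.51e-07) were called up. FOXO targets were called up with camera adjusted p = 0.000822, and adjusted p = 0.396 with an estimated correlation (2 rose and 8 did not pass). Called down by camera and lost again were the ecdysone response (1 of 18 fell, median −0.30; 8.53e-05, and adjusted p = 0.428 with an estimated correlation) and oxidative phosphorylation lists (0.0117, and adjusted p = 0.760 with an estimated correlation). The same holds for neuropeptide (0 of 40 fell; 0.0358, and adjusted p = 0.473 with an estimated correlation), muscle (0 of 14; 0.0155, and adjusted p = 0.180 with an estimated correlation) and fat body lists (0 of 9; 0.0478, and adjusted p = 0.475 with an estimated correlation). Without replicate 3 the fat body list turned up (adjusted p = 0.334). Between 60 min with and without 4sU, edgeR called 0 genes (98 had an unadjusted p under 0.05) and DESeq2 called 0, and mean TPM correlated across genes with an r2 of 0.928. Against 0 min, r2 with 4sU was 0.903, and single-library pairs gave 0.579 to 0.756 between the groups and 0.678 to 0.794 within them. These values too rest on the pseudocount of 2.41e-10 TPM.

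**Figure D1:**
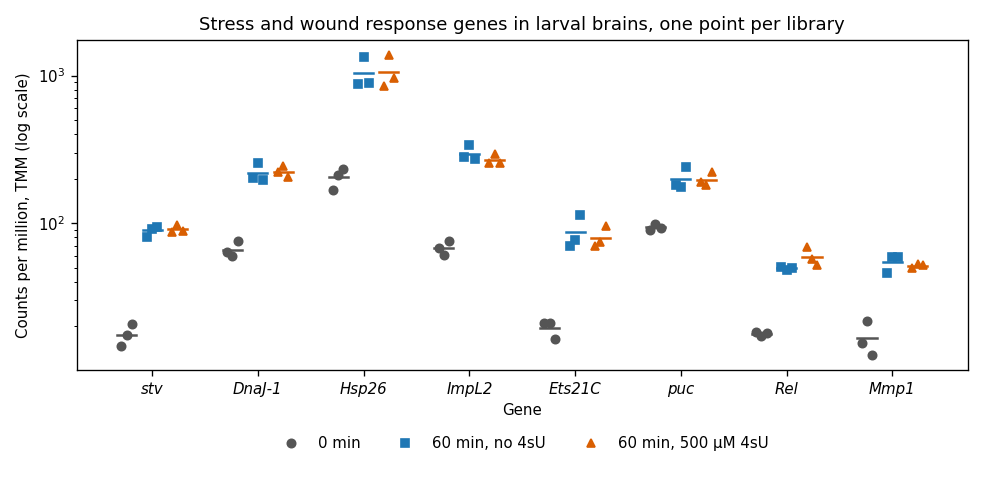
Levels of 8 stress, immune and wound response genes in each library, in TMM-normalized CPM on a log axis. Grey circles are 0 min, blue squares 60 min without 4sU and orange triangles 60 min with 500 µM 4sU, and a horizontal line marks each mean of 3 libraries.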

We also examined a measure of RNA dynamics, the ratio of degradation/processing rate that can be approximated by the ratio of premature/mature RNA in total RNA samples (Furlan et al. 2020). Likewise, we did not observe large changes in RNA dynamics after 60 min of brain incubation in the presence or absence of 4sU (Supplemental Fig. S1C,D).

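Hsp83 (FBgn0001233, 3L:3192969–3197059 in BDGP6), which encodes the Hsp90 chaperone, had 0.00418 ± 0.00166 intronic TPM per exonic TPM at 0 min and 0.0329 ± 0.00415 after 60 min without 4sU (n = 3; log2 change 2.96, standard error 0.29, adjusted p = 0.00304 from edgeR). Its intronic level went from 0.953 ± 0.279 to 10.9 ± 1.47 TPM and its exonic level from 234 ± 24.9 to 332 ± 23.3 TPM. With 4sU the Hsp83 ratio rose as well (log2 change 3.04, standard error 0.29, adjusted p = 0.00233 from edgeR). The ratio fell for Dif, an NF-κB gene, from 0.625 ± 0.0801 to 0.216 ± 0.0352 (log2 change −1.58, standard error 0.24, adjusted p = 0.0293 from edgeR), and for the virus-induced gene vir-1 (log2 change −1.75, standard error 0.20, adjusted p = 0.00509). It also fell for upd3 (−3.47 without and −3.04 with 4sU) and, without 4sU, for Ets21C (−1.67). Genes called with higher ratios include Cnx99A, a calnexin gene of the endoplasmic reticulum (1.20 without and 1.39 with 4sU), and with 4sU the chaperone genes CCT2 (log2 change 1.90, standard error 0.26, adjusted p = 0.0140 from edgeR) and Hsc70Cb (0.82). Ran, which encodes the GTPase of nuclear transport, had a higher ratio in both comparisons (1.37 and 1.20), and ImpL2 a lower one with 4sU (log2 change −0.97, standard error 0.18, adjusted p = 0.0420 from edgeR). Of 3092 genes with at least 10 intronic and 10 exonic counts, the ratio rose for 6 and fell for 5 without 4sU (245 had an unadjusted p under 0.05), and rose for 11 and fell for 9 with 4sU (272 under 0.05; edgeR). Mean ratios at 60 min and 0 min correlated across 3073 genes with an r2 of 0.960 without 4sU and 0.949 with 4sU on log10 values, and genes are not independent replicates. The paper states that it saw no large changes in these dynamics. Without 4sU, 0, 0 and 11 genes were called when replicate 1, 2 and 3 were left out, and with 4sU 0, 0 and 5. limma on the log2 ratio called 11 genes in each comparison.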

We next generated genome-wide estimates of RNA synthesis and decay rates in the larval brain. We added 4sU to third-instar (L3) larval brains cultured briefly ex vivo (Hailstone et al. 2020), and then isolated RNA from the brains after 20 min of labeling time (Fig. 1A). This time frame is short enough to resolve transcriptional dynamics for many RNAs (Mukherjee et al. 2017), yet long enough to allow precision in the labeling duration and to recover a reasonable amount of labeled RNA. RNAs containing 4sU were purified and RNA sequencing libraries were constructed from both the labeled 4sU^+^ RNA and the total RNA. 

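The deposited data for the 20 min labelling are 6 libraries of total RNA and 4sU+ RNA from 3 replicates of 150 brains each, made with the SENSE total RNA-seq kit. Exonic counts of genes were 12306494, 13145586 and 18042940 in total RNA and 11201919, 11667238 and 11848596 in 4sU+ RNA, and the TPM, synthesis rates and decay rates used here are the authors' own. Intronic counts ranged from 3002171 to 4247192 in total RNA (median 3046573) and from 12503242 to 14246129 in 4sU+ RNA (median 13731046). Spike-in RNAs made up 14.6% ± 1.07 of counts in total RNA and 1.23% ± 0.293 in 4sU+ RNA (SD, n = 3). Rates come from the deposited table, which holds 8124 genes estimated by the authors with INSPEcT from all 3 replicates together. A half-life is ln 2 divided by the decay rate, and a stability percentile is the rank of the half-life among the 8124 genes. To give each half-life an error, it was also computed from mature total RNA and 4sU+ exonic TPM in each replicate, and the mean ± SD of these 3 values follows the half-life in brackets. It is that of 2 values (n = 2) where a replicate gave none. Percentiles given over 3 replicates rest on another measure, the rank of total over 4sU+ exonic TPM with no intronic TPM subtracted. They show the spread between replicates and can lie apart from the percentile of the half-life. Levels in 4sU+ and total RNA were compared with edgeR's quasi-likelihood test as for the incubated brains, and lists of genes were compared with the other genes by permutation of ranks.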

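sna, which encodes a Snail family repressor of neural stem cells, was higher in 4sU+ RNA than in total RNA, at 996 ± 54.7 against 164 ± 4.05 CPM (log2 fold change 2.60, standard error 0.15, adjusted p = 2.85e-06 from edgeR, n = 3). The temporal factor gene slp1 stood at 263 ± 19.6 against 50.0 ± 1.88 CPM (log2 fold change 2.39, standard error 0.15, adjusted p = 3.07e-06 from edgeR), and wor, a further Snail family gene, at 238 ± 1.28 against 64.3 ± 4.12 CPM (log2 fold change 1.89, standard error 0.14, adjusted p = 6.76e-06). RpL31, a ribosomal protein gene, was lower, at 42.4 ± 5.03 against 693 ± 69.9 CPM (log2 fold change −4.03, standard error 0.18, adjusted p = 1.16e-06 from edgeR). Of 307 transcription factor genes measured, 176 were higher, 11 lower and 120 did not pass (188 higher and 13 lower over the list alone), with a median log2 fold change of 0.91. Of 83 cytosolic ribosomal protein genes, 1 was higher, 80 lower and 2 did not pass (1 and 80 over the list alone), with a median of −3.15. Neuropeptide genes were lower in 22 of 29 cases and higher in 1, among the lower Ilp3 (−4.14), an insulin gene, and Crz (log2 fold change −4.04, standard error 0.27, adjusted p = 4.17e-06 from edgeR), the corazonin gene. RNaseP:RNA, the RNA of the tRNA-cleaving ribonuclease P, stood at 36.4 ± 10.3 CPM in total RNA and at 0 counts in every 4sU+ library. That is about 156-fold lower with 3 counts at the average depth of the 6 libraries taken as the floor. Introns held 26.5% ± 1.28 of TPM in 4sU+ RNA and 6.20% ± 0.398 in total RNA (SD, n = 3), a ratio of 4.28 and a difference of 20.3 points (exact two-sided permutation test, p = 0.1, the smallest of 20 rearrangements). This test leaves out that both kinds of RNA come from the same samples. Over the genes with a rate alone the shares were 11.9% ± 0.289 and 2.08% ± 0.108, and as estimated counts 53.8% ± 0.952 and 19.2% ± 0.408. Of 8585 genes tested in edgeR, 1501 were higher and 1563 lower in 4sU+ RNA (49.0% of the called genes higher) under TMM, and 3789 were higher and 519 lower (88.0% higher) when scaled to the nonthiolated spike-in RNAs. The spike-in scaling moved the median log2 fold change by 0.93, from −0.02 to 0.91. It did not correct for the amounts of spike-in RNA and sample RNA, which differed between total and 4sU+ samples. This shift of all genes is therefore not a measured enrichment. Under that scaling the medians were 1.83 for transcription factor and −2.24 for ribosomal protein genes, the same directions as above.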

4sU^+^ RNA was rich in unspliced intronic regions relative to total RNA, as expected, because 4sU^+^ RNAs are either recently transcribed or in the process of transcription (Fig. 1B). The data resulting from these sequencing experiments were then used to estimate RNA synthesis and decay rates (de Pretis et al. 2015) and to explore the roles of RNA dynamics in the brain.

**FIGURE 1.**
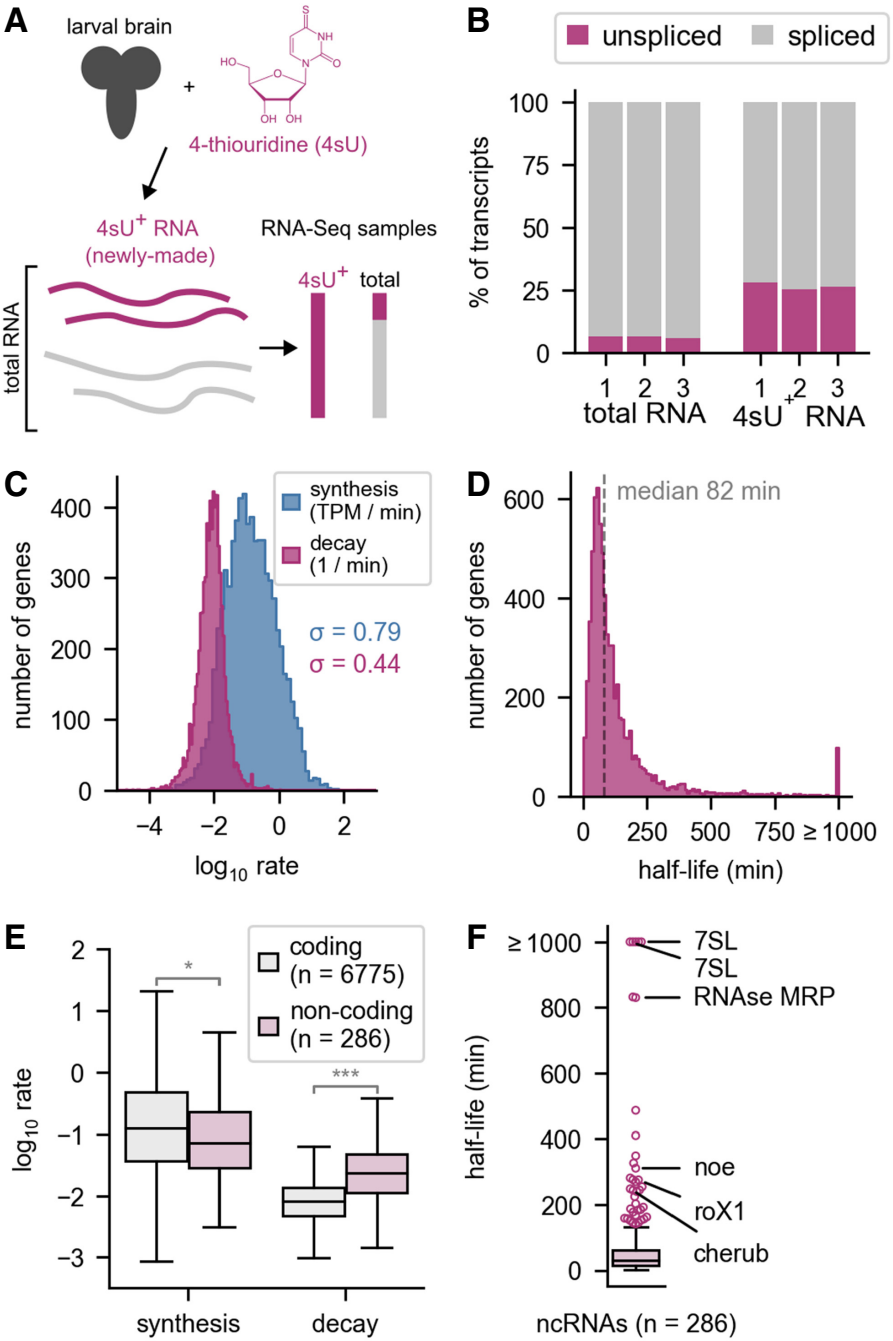
Measurement of RNA transcription and decay rates in larval brains. (*A*) A protocol for measurement of RNA transcription and decay rates in larval brains. (*B*) Estimation of the percentage of spliced and unspliced transcripts in the total and 4-thiouridine enriched (4sU^+^) libraries. (*C*) Histogram of estimated synthesis and decay rates among all genes. The standard deviation (σ) is used to describe the variation between rates across all genes. The rates were calculated in units TPM/min (transcripts per million per min) and 1/min. For synthesis rates, σ = 0.79, and for decay, σ = 0.44, for log_10_-transformed rates. (*D*) Half-lives of all RNAs in the larval brain. Half-life estimates were capped at 1000 min, due to estimation uncertainty of very long half-lives (see Materials and Methods). (*E*) Box plot showing the synthesis and decay rates of coding mRNAs compared with noncoding RNAs. (*) *P* < 0.05, (***) *P* < 10 × 10^−40^. (*F*) Half-lives of noncoding RNAs. Named noncoding RNAs with long half-lives are indicated.

We first used our genome-wide data set to assess the contribution of transcription and decay rates to the total RNA levels in the brain. Synthesis rates span a wider range than decay rates (σ = 0.79 vs. σ = 0.44 for the log-transformed rates) (Fig. 1C). 

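lncRNA:Hsromega, a nuclear RNA that collects RNA-binding proteins under stress, had a synthesis rate of 328 TPM per min, and Eip75B, a nuclear receptor gene of the ecdysone response, 29.4 TPM per min. At the other end, Ptth, which encodes the hormone that drives ecdysone synthesis, had 0.00136 TPM per min. The Ptth rate is uncertain, since its labelled RNA stood at 0.176 ± 0.305 TPM with 0 counts in the lowest library. RpL31 and E(spl)mgamma-HLH, a Notch target of neuroblasts, had rates of 1.51 and 9.18 TPM per min, with half-lives of 1353 (1395 ± 315) and 20.0 min (20.3 ± 3.15). Across 8124 genes the SD of the log10 synthesis rate was 0.936 (0.882 ± 0.00374 over 3 replicates) and that of the log10 decay rate 0.475 (0.479 ± 0.0203). The middle of the distribution, from the 10th to the 90th percentile, ran from 0.00529 to 1.28 TPM per min for synthesis, a ratio of 242, and from 28.0 to 277 min for half-lives, a ratio of 9.88. Genes with at least 1 TPM of total RNA gave SDs of 0.802 and 0.416.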

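TrpRS and LeuRS, which encode the enzymes that load tryptophan and leucine on tRNAs, had half-lives of 98.7 min (101 ± 20.9) and 89.3 min (91.8 ± 24.4), close to the middle of all genes. pdm2, a temporal factor gene of neuroblasts, had 93.6 min (93.6 ± 13.4), and cnc, a factor gene of head patterning and oxidative stress, 70.2 min (70.2 ± 5.64). Over 8124 genes the median half-life was 82.4 min, and the medians of the 3 replicates were 86.1, 77.9 and 83.0 min (82.3 ± 4.10). Half-lives of single genes had a median coefficient of variation of 29.1% over the replicates, and of 21.0% for genes with at least 10 TPM of total RNA. Replicates 1 and 2, 1 and 3, and 2 and 3 correlated across genes with Spearman coefficients of 0.671, 0.680 and 0.706.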

We transformed the decay rates to half-lives and found that the median RNA half-life was 82 min (Fig. 1D), similar to recent estimates in mammalian cells (Schwanhäusser et al. 2011; Mukherjee et al. 2017). However, the distribution is highly skewed with many short half-lives and a long tail of more stable RNAs. 

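Short half-lives among genes with at least 10 TPM include those of lncRNA:CR44206 at 6.03 min (6.13 ± 2.25) and the mucin-like gene Muc96D at 7.09 min (6.77 ± 3.55). lncRNA:Hsromega (3R:21296127–21317836 in BDGP6) had 10.5 min (10.8 ± 4.16) although its total RNA stood at 4970 ± 1472 TPM, and nol had 11.7 min (11.9 ± 1.57). Of the 10 longest half-lives at 10 TPM or more, 5 were those of small nucleolar RNAs that guide rRNA modification. An example is snoRNA:Psi28S-3308 at 5384 min (5880.1 ± 2361, 6553 ± 169 TPM), beyond the range the paper resolves. Others, such as snoRNA:Or-aca5, had 0 counts in a 4sU+ library. The paper leaves RNAs this small out of its analysis because the protocols do not recover them quantitatively, so these half-lives are uncertain. Of 8124 genes, 913 (11.2%) had a half-life under 30 min and 722 (8.89%) one over 300 min. The 5th, 25th, 75th and 95th percentiles were 18.3, 48.4, 148 and 446 min. With half-lives capped at 1000 min the mean was 135 min and the skewness 3.27.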

Using our method, we were not able to resolve half-lives greater than approximately 1000 min (see Materials and Methods). Therefore, we grouped genes with half-lives greater than 1000 min into a single bin labeled ≥1000 min (Fig. 1D). 

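wrapper, which encodes a surface protein of midline and cortex glia, had a half-life of 1194 min (1239 ± 301), and RpL11, a ribosomal protein gene, 1336 min (1358 ± 269). Eh, which encodes eclosion hormone, had 6694 min (4623 ± 1525, n = 2) with 14.9 ± 3.41 TPM of total RNA and 0 counts in a 4sU+ library. In the deposited table 123 genes (1.51%) had a half-life of at least 1000 min, 103 of them coding, 12 small nucleolar, 1 small nuclear and 7 other noncoding RNAs. Of these, 94 had under 10 counts in some 4sU+ library. Their half-lives had a median coefficient of variation of 39.4% over replicates, against 28.9% for genes under 1000 min.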

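Half-lives had a median of 34.8 min for 437 noncoding and 84.4 min for 7583 coding genes. Long noncoding RNAs at the unstable end include lncRNA:CR45388 (5.20 min, 6.70 ± 8.14) and lncRNA:CR46194 (11.6 min, 11.9 ± 1.72), of unknown function. The median decay rate was 0.0199 per min for noncoding and 0.00821 per min for coding genes, a ratio of 2.42 (1.83 ± 0.288 over 3 replicates; two-sided permutation test of ranks across genes, p = 1e-05, the smallest that 100000 permutations allow). The median synthesis rate was 0.0318 and 0.0930 TPM per min, a ratio of 0.342 (0.326 ± 0.0605; the same test gave the same p). Noncoding RNAs had a median of 1.75 TPM of total RNA and coding RNAs 13.2 TPM. Among genes with at least 1 TPM the ratios were 2.10 for decay and 0.526 for synthesis, and among genes with an intron 1.5 and 0.182. With the paper's count filter, added after the data were seen, they were 2.87 and 0.572 for 286 noncoding genes. Of the 437 noncoding RNAs, only 120 had at least 10 counts in each total and 4sU+ library.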

Noncoding RNAs had much higher decay rates than coding transcripts, but only slightly lower synthesis rates (Fig. 1E). Of note, we found that many highly stable noncoding RNAs have known functions; for example, 7SL and RNase MRP have established metabolic roles, and roX1 and cherub have important developmental functions (Fig. 1F; Meller et al. 1997; Landskron et al. 2018). 

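lncRNA:cherub (3R:11247631–11256123 in BDGP6), a long noncoding RNA of neuroblasts, had a half-life of 248 min (253 ± 32.1) and stood at 23048 ± 4862 TPM in total RNA. lncRNA:roX1 (X:3857230–3862697), an RNA of the X chromosome dosage compensation complex, had 276 min (287 ± 74.3) at 1426 ± 125 TPM, and lncRNA:noe, a noncoding RNA of the nervous system, 311 min (317 ± 38.7). RNaseMRP:RNA, which takes part in rRNA processing, had 830.0 min (1379 ± 1166), with 3 counts in the lowest 4sU+ library. Both 7SL copies, which form the signal recognition particle, had 2069.8 min (2163 ± 431), and since their counts are identical in every library the value of each copy is uncertain. These 5 stood at stability percentiles 88.2 (cherub), 89.9 (roX1), 91.6 (noe), 98.1 (RNase MRP) and 99.4 (7SL). Of 437 noncoding RNAs, 49 (11.2%) had a half-life over 200 min, against 16.4% of coding RNAs.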

We then used this data set as a starting point to identify features linked to RNA stability in the developing brain.

We hypothesized that RNAs that are localized to neurites need to be stable in order to survive their long transit from the nucleus to the periphery. To address this hypothesis, we defined neurite-localized mRNAs based on homology with mammalian mRNAs that were found to be enriched in neurites across several studies (Kügelgen and Chekulaeva 2020) and compared their decay rates with those of other RNAs. We found that neurite-localized mRNAs have lower decay rates than other mRNAs in the genome (Supplemental Fig. S2). They also have higher synthesis rates and higher total RNA levels. We conclude that mRNAs that are present at the distal periphery of neuronal cytoplasmic projects are more highly synthesized, stable, and have higher total RNA levels. We propose that the low decay rates of these mRNAs helps them survive their long journey to the tips of neurites.

To investigate the relationship between the function of mRNAs and their stability, we grouped genes into functional categories using GO Slim annotations and determined the stability profiles of the gene groups (Fig. 2). We found the general principle that mRNA stability was intimately linked to gene function. 

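sna had a half-life of 13.7 min (13.9 ± 1.70) at 219 ± 11.5 TPM of total RNA, and btd, a zinc finger gene of head segmentation, 15.6 min (16.0 ± 2.66). Of 285 transcription factor mRNAs with a rate, 241 lay below and 44 above the middle of all genes, with a median half-life of 40.8 min (median percentile 18.6, quartiles 11.1 and 34.4, 24.2 ± 1.28 over 3 replicates). Of the 285, 174 lay below the 25th percentile. The shortest half-life was that of sug at 3.94 min (8.81 ± 12.3, n = 2), a zinc finger gene. The longest were those of maf-S, which encodes a small partner of bZIP factors, at 450.0 min (437 ± 155), and Sox100B at 434 min (299 ± 20.2, n = 2). A two-sided permutation test of ranks across genes, which are not independent replicates, gave an adjusted p of 3.7e-05, the smallest reached by any list here. The list is of textbook transcription factors, and the FlyBase group of the study was not used here. The paper concludes from all groups together that RNA stability is tied to the function of the gene.

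**Figure D2:**
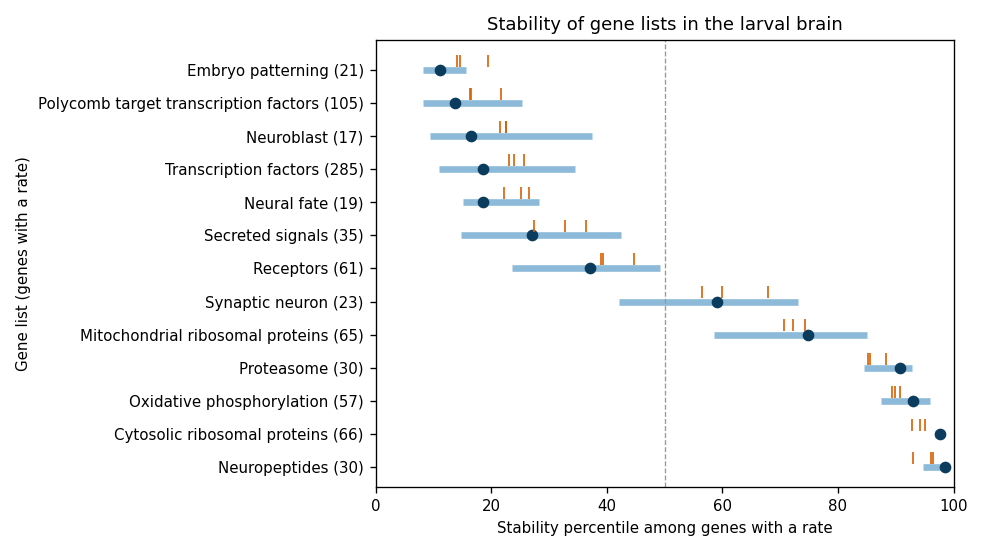
Stability percentiles of 13 gene lists, with the number of genes with a rate in brackets. Points are medians, bars are quartiles, and the dashed line marks the middle of all genes. Orange ticks are the list medians in each of 3 replicates, ranked by total over 4sU+ TPM and not by half-life.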

Genes encoding transcription factors produced RNAs with much lower stability than average (median around 28th percentile). In contrast, genes encoding structural molecules, many of which are ribosomal protein genes, had very high stability (median around 79th percentile). 

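RpL31 (2R:9587193–9587989 in BDGP6) had the longest deposited half-life of the cytosolic ribosomal protein mRNAs, with 2944 ± 119 TPM of total RNA. This half-life is beyond the range the paper resolves, so its order relative to RpL11 is uncertain. Of 66 such mRNAs with a rate, 64 lay above and 2 below the middle of all genes, with a median half-life of 723 min (median percentile 97.6, quartiles 96.9 and 98.4, 94.1 ± 1.11 over 3 replicates, two-sided permutation test, adjusted p = 3.70e-05). The 2 below were RpL5, whose product carries 5S rRNA into the ribosome, at 34.5 min (34.6 ± 1.83), and RpL37A at 68.7 min (67.0 ± 17.6). Mitochondrial ribosomal protein mRNAs were less extreme, with 57 of 65 above the middle (median percentile 74.8, quartiles 58.6 and 85.1, 72.4 ± 1.87 over 3 replicates, median half-life 148 min, adjusted p = 3.70e-05 in the permutation test). mRpL33 had 528 min (1332 ± 1582). The study's own group of structural molecules was not used here.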

In between these two outliers, gene groups had less severe bias, but many were nonetheless intriguing. RNAs encoding receptors had low median stability whereas RNAs encoding binders of receptors had a bimodal distribution, with some having relatively low and others relatively high stability (Fig. 2). 

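18w, which encodes a Toll family receptor, had a half-life of 26.0 min (25.9 ± 0.601), and GABA-B-R1, a subunit gene of the metabotropic GABA receptor, 30.4 min (31.3 ± 8.39). At the stable end lay the neuropeptide receptor gene NPFR at 239 min (250.5 ± 78.9) and nAChRalpha2, an acetylcholine receptor subunit gene, at 208 min (199.9 ± 70.1). Of 61 receptor mRNAs with a rate, 47 lay below and 14 above the middle of all genes, with a median half-life of 63.0 min (median percentile 37.1, quartiles 23.6 and 49.2, 41.0 ± 3.16 over 3 replicates, two-sided permutation test, adjusted p = 0.00451). Of 35 mRNAs of secreted signals, 28 lay below and 7 above, with a median half-life of 51.0 min (median percentile 27, quartiles 14.9 and 42.5, 32.2 ± 4.53 over 3 replicates, adjusted p = 0.00259 in the permutation test). Dl, the Notch ligand gene, had 17.2 min (16.6 ± 7.71) and upd1, a JAK-STAT ligand gene, 17.4 min (17.4 ± 2.69), while the insulin-like gene Ilp6 had 305 min (308 ± 35.2) and spz5, a neurotrophin gene, 299 min (334 ± 174). Ligands of the neuropeptide class lay at the other end, with 29 of 30 mRNAs above the middle (median percentile 98.4, quartiles 94.7 and 99.2, 95.2 ± 1.94 over 3 replicates, median half-life 989 min, adjusted p = 3.70e-05 in the permutation test). The exception was ITP, the ion transport peptide gene, at 46.8 min (46.7 ± 9.01). Matched on their number of uridines, receptor mRNAs no longer lay below other genes. The FlyBase and GO groups of the study were not used here.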

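lncRNA:Hsromega and Xrp1, a bZIP factor gene of stress and cell competition, combined short half-lives with abundant RNA, Xrp1 at 35.7 min (35.9 ± 4.88) and 1262 ± 125 TPM. Ptth, a hormone gene, combined a long half-life (2900 min) with 5.68 TPM of total RNA, below the median of all genes (12.1 TPM). This half-life is uncertain and beyond the 1000 min that the paper resolves. Ptth had 0 counts in the lowest library of labelled RNA, and only 1 replicate gave a half-life, 534 min. Across 8124 genes, log10 decay rate and log10 total RNA correlated with r = −0.26 and an r2 of 0.0692 (0.0755 ± 0.00549 over 3 replicates), and across 285 transcription factor genes with r = −0.05 and an r2 of 0.00235 (0.00796 ± 0.00901); genes are not independent replicates. The Spearman coefficient across all genes was −0.190. Synthesis rate and total RNA correlated with an r2 of 0.769 across all genes and 0.910 across transcription factor genes. The 812 least stable genes, 10% of all, had a median of 1.03 TPM and the 813 most stable 15.0 TPM. Mature total RNA is the divisor of the decay rate, so error in total RNA alone can make scarce RNAs look unstable. Its part in these values was not tested. Among genes with at least 1 TPM the r2 across all genes was 0.0127, and with the added count filter 0.0995.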

There is only a weak global correlation between RNA decay rate and total RNA level (*r*^2^ = 0.04), and the correlation is absent when examining the genes encoding transcription factors alone (*r*^2^ = 0.00) (Supplemental Fig. S3A). Some highly expressed mRNAs are also unstable. For example, many unstable mRNAs encoding receptors are also highly expressed (Supplemental Fig. S3B). Together these results argue for tight regulation of RNA stability and coupling of RNA degradation to the functional roles of the mRNA.

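robo1, which encodes an axon guidance receptor for Slit, stood at 249 ± 13.3 TPM with a half-life of 52.8 min (53.8 ± 10.6), and Rdl, a GABA receptor subunit gene, at 264 ± 79.9 TPM with 78.2 min (77.5 ± 11.6). nAChRalpha1, an acetylcholine receptor subunit gene, stood at 191 ± 19.5 TPM with 47.5 min (48.0 ± 8.97). The Netrin receptor gene fra followed at 162 ± 10.4 TPM with 80.8 min (82.2 ± 11.2), Drl-2, a Wnt5 receptor gene, at 159.7 ± 3.04 TPM with 62.1 min (62.3 ± 4.44), and robo3 at 152 ± 7.04 TPM with 69.5 min (70.4 ± 9.59). Of the 47 receptor mRNAs less stable than the median gene, 37 lay above the median total RNA of all genes (12.1 TPM) and 24 (51.1%) above the upper quartile (46.8 TPM). Among all 4062 genes less stable than the median, 905 (22.3%) lay above that quartile. For transcription factors the share was 47.7% of 241 and for secreted signals 28.6% of 28. Over all genes, 52 had a half-life under 30 min and total RNA of at least 100 TPM.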

**FIGURE 2.**
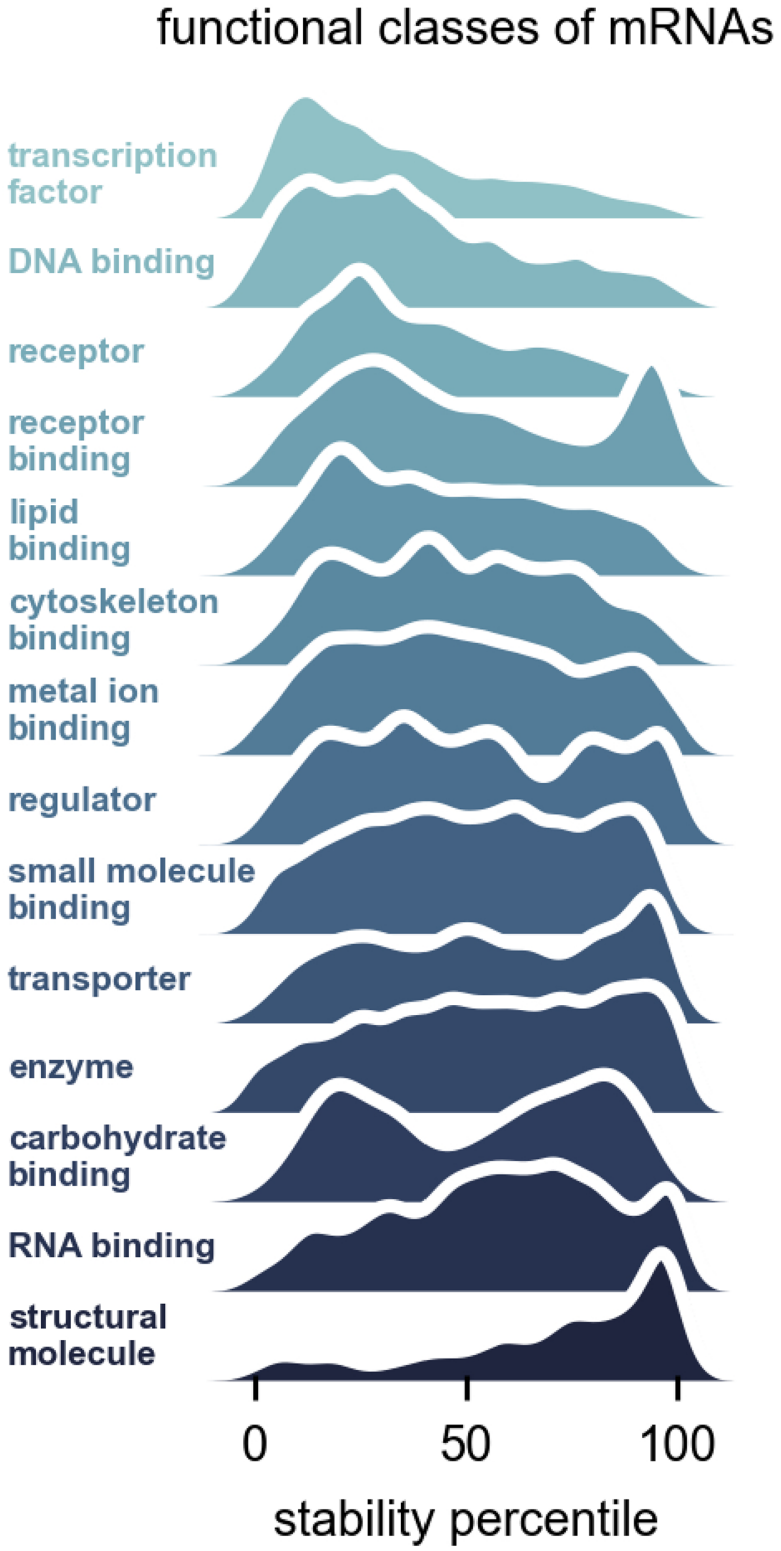
Different functional classes of mRNAs have distinct decay rates. Stability percentile of gene ontology (GO) Slim molecular function categories for mRNAs. The GO Slim categories were taken from the Flybase functional ribbon annotations. The histograms are displayed as kernel density estimates.

Brain tissue consists of many different cell types. We tested whether RNAs that are highly regulated and expressed in only certain cell types would be more unstable than other RNAs that are more widely expressed in the brain. We found that in general, this is not true, but it is true for the subclass of RNAs that encode transcription factors. To classify RNAs as cell type-specific or nonspecific, we made use of a single-cell RNA-seq study of the larval brain (Corrales et al. 2022). We classified RNAs as cell type-specific (CTS) if they were both statistically enriched in a given cell type and at least twofold more abundant in that cell type relative to the rest of the brain. We note that this comparison is an approximation because our RNA stability data were collected from whole brains rather than specific cell types. RNAs enriched in certain cell types such as neuroepithelial cells were generally unstable (Fig. 3A). In contrast, RNAs enriched in hemocytes, glia, and several classes of mature neurons tended to be stable (Fig. 3A). 

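Among glial genes, wrapper and Gs2, which encodes glutamine synthetase, were stable, Gs2 at 1117 min (1116 ± 94.7), and so was the sodium pump gene nrv2 at 279.7 min (288 ± 69.1). The glial fate gene repo had 47.1 min (47.3 ± 2.44), the septate junction gene sinu 37.2 min (37.7 ± 8.03) and the G-protein regulator gene loco 39.4 min (39.8 ± 6.84). Of 12 glial mRNAs with a rate, 7 lay below and 5 above the middle of all genes (median percentile 43.1, quartiles 28.3 and 92.3, 47.6 ± 1.61 over 3 replicates, two-sided permutation test, adjusted p = 0.602). In hemocytes, the collagen IV genes Col4a1 and vkg had 795 min (803 ± 22.7) and 659.9 min (665 ± 72.3), while the lineage factor gene lz had 34.5 min (39.0 ± 33.1). Of 8 hemocyte mRNAs, 3 lay below and 5 above (median percentile 71.9, quartiles 27.7 and 90.2, 75.6 ± 11.1 over 3 replicates, adjusted p = 0.338 in the permutation test), and among genes with at least 1 TPM their median percentile was 87.3 (adjusted p = 0.0350). Neuronal genes ranged from ple, which encodes tyrosine hydroxylase, at 33.8 min (34.8 ± 12.7) and VAChT, the vesicular acetylcholine transporter gene, at 43.4 min (44.1 ± 7.80), to Appl, the amyloid precursor protein gene, at 230.3 min (229.6 ± 11.1). Of 23 synaptic and neuronal mRNAs, 7 lay below and 16 above (median percentile 59.2, quartiles 42.2 and 73.1, 61.4 ± 5.82 over 3 replicates, adjusted p = 0.345 in the permutation test). They were more stable than lists matched on uridines (permutation test, adjusted p = 0.000567), and did not pass against lists matched on total RNA (adjusted p = 0.9999). These are textbook markers, and the single-cell lists of the study were not used here.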

We repeated this analysis with RNAs enriched in other cell types of the brain that had been further subdivided into more specific cell types using the same data set (Dillon et al. 2022). Analysis of these more specific cell types also revealed interesting differences between them. For example, RNAs enriched in type I and quiescent neuroblasts tended to be stable, whereas those enriched in type II neuroblasts tended to be unstable (Supplemental Fig. S4). When viewed as a group, CTS RNAs are more stable than average if RNAs encoding transcription factors are excluded (Fig. 3B).

**FIGURE 3.**
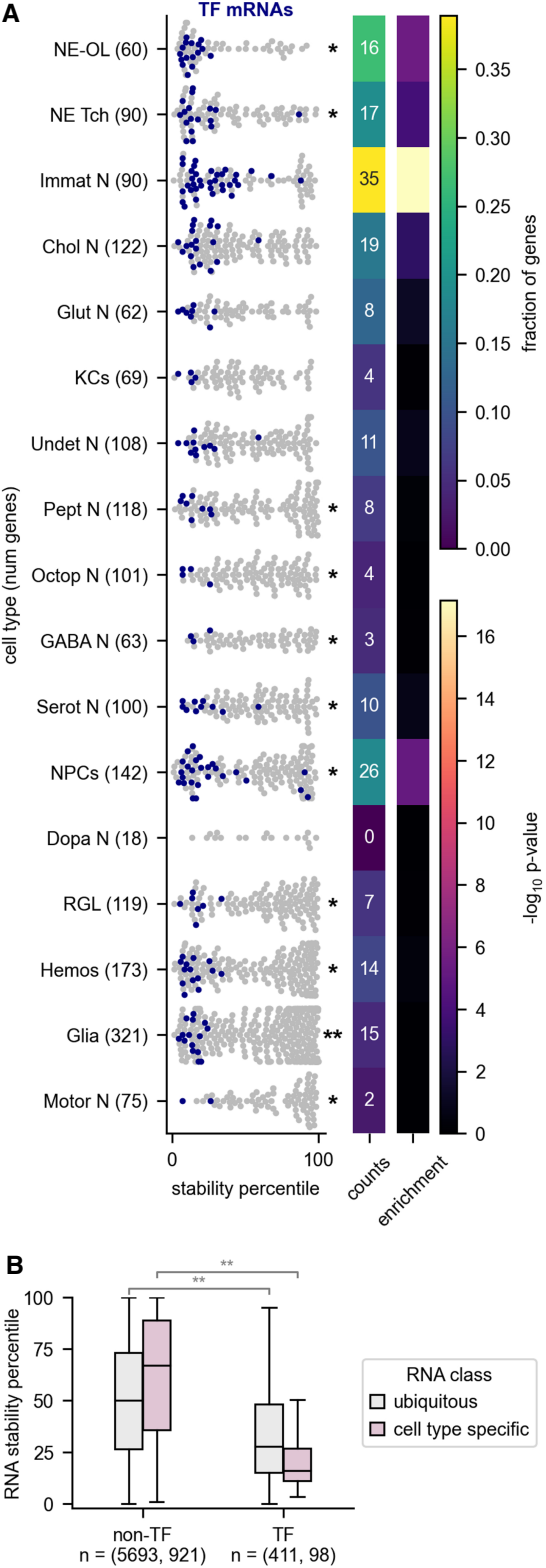
Cell type-specific transcription factor RNAs are rapidly degraded. (*A*) The stabilities of RNAs (including both mRNAs and ncRNAs) that are enriched in specific cell types are shown. mRNAs encoding transcription factors (TFs) are indicated in blue. The asterisks at the *right* of the plot indicate that the stabilities for the indicated group of cell type-specific RNAs are different than other RNAs in the data set (Mann–Whitney *U*-test). The heat maps at the *right* display the fraction of each category that is composed of TFs and the significance of the enrichment. The enriched RNAs were extracted from a single-cell RNA-seq data set derived from larval brains (Corrales et al. 2022). (N) Neurons, (KCs) Kenyon cells, (NPCs) neural progenitor cells, (RGL) ring gland, (Hemos) hemocytes, (NE-OL) neuroepithelia/optic lobe, (NE Tch) neuroepithelia/trachea, (Immat) immature, (Chol) cholinergic, (Glut) glutamatergic, (Undet) undetermined, (Pept) peptidergic, (Octop) octopaminergic, (GABA) gabaergic, (Serot) serotoninergic, (Dopa) dopaminergic. (*B*) Stability of cell type-specific RNAs versus nonspecific RNAs for transcription factor genes (TFs) and other genes (non-TFs). The numbers in parentheses *under* the box plots indicate the number of genes in each category subdivided further into the ubiquitous and cell type-specific groups. (*) *P* < 0.05, (**) *P* < 10 × 10^−10^, (***) *P* < 10 × 10^−40^.

To explore this effect further, we analyzed the functions of RNAs in the top and bottom 10% of stability for CTS RNAs. Stable CTS RNAs were enriched for metabolic processes and regulation of transporters (Supplemental Fig. S5). In contrast, unstable CTS RNAs were most enriched for transcriptional regulators. Strikingly, CTS RNAs that encode transcription factors were more unstable than other transcription factor RNAs (16th percentile of stability vs. 28th percentile of stability) (Fig. 3B). Among the various cell types, we found that RNAs specific to immature neurons, neural progenitor cells, neuroepithelia, and cholinergic neurons were enriched with mRNAs encoding transcription factors (Fig. 3A).

To put our results into context, we examined the RNA stability and cell type enrichment for another class of regulators, the RNA-binding proteins (RBPs), and the subclass of these that is known to bind mRNAs, the mRBPs. RBPs and mRBPs were only enriched in RNAs specific to neural progenitor cells (Supplemental Fig. S6A). Cell type-specific mRBP mRNAs, but not cell type-specific RBP mRNAs, have lower stability than other cell type-specific mRNAs (Supplemental Fig. S6B). These analyses show that cell type specificity is linked to RNA stability, but only for certain classes of genes.

We next asked what features could explain the low stability of cell type-specific transcription factor RNAs. These RNAs had no significant enrichment for known RNA-binding protein motifs (see Materials and Methods; Krismer et al. 2020). However, we found that they are targets of epigenetic silencing. Silenced genes are marked by regions of histone H3K27 trimethylation, which often extend through both the gene body and its regulatory regions. These genes are often referred to as Polycomb group (PcG) target genes (Simon and Kingston 2013; Kassis et al. 2017). To identify potential PcG target genes, we examined H3K27 trimethylation sites in the fly genome collected from L3 larvae as part of the modENCODE project (Roy et al. 2010). A total of 339 genes for which we have determined RNA decay rates correspond to genes that have methylation sites within 1 kb of their transcription start site (upstream), within 1 kb of their transcription stop site (downstream) and within the gene body, the region corresponding to the transcript itself (including both introns and exons of the gene). Because these genes are predicted PcG targets, rather than experimentally confirmed targets, we refer to them as extended H3K27me3 genes. These genes have exceptionally low stability when compared with genes without H3K27 trimethylation, and other classes of genes with methylation covering only some of these regions also had lower stability than average (Fig. 4). This observation suggests a link between transcriptional silencing and high RNA decay rates.

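cad, a homeobox gene of posterior patterning, had a half-life of 10.6 min (10.8 ± 3.25, n = 2), with 0.270 TPM of total RNA, and otp, a homeobox gene of hindgut and brain, 115.2 min (118 ± 39.4). Of 105 transcription factor mRNAs whose genes are textbook Polycomb targets, 97 lay below and 8 above the middle of all genes, with a median half-life of 34.1 min (median percentile 13.7, quartiles 8.14 and 25.4, 18.2 ± 3.02 over 3 replicates, two-sided permutation test, adjusted p = 3.70e-05). The other 180 transcription factor mRNAs had a median percentile of 23.8, a difference of −10.1 points (−9.68 ± 3.42 over 3 replicates; two-sided permutation test across genes, p = 1e-05, the smallest possible). ph-d, which encodes a subunit of the Polycomb complex, had 38.2 min (39.0 ± 9.38). After labelling, 72 of 109 measured Polycomb target genes were higher in 4sU+ than in total RNA, 1 was lower and 36 did not pass (76 and 2 over the list alone; edgeR, median log2 fold change 1.19). The labelled libraries are also those behind the half-lives, so this enrichment is not separate support. The methylation sites of the study were not used here, and the list was drawn from known targets of Polycomb silencing. The paper proposes a link between silencing of transcription and fast RNA decay.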

**FIGURE 4.**
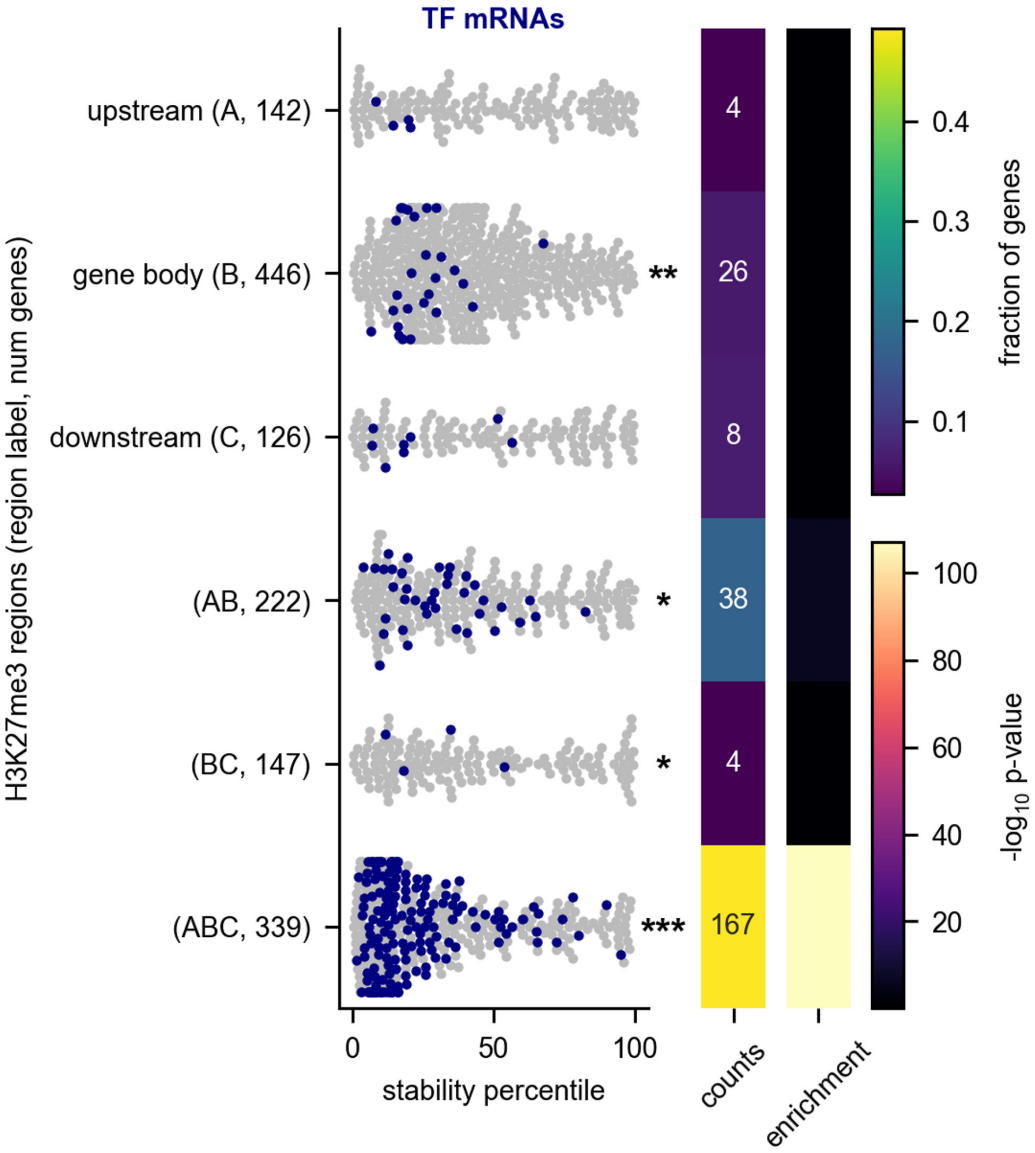
Unstable transcription factor RNAs are targets of H3K27 trimethylation. (*A*) The RNA stability percentile of genes with H3K27me3 binding sites is shown. The asterisks at the *right* of the plot indicate that the stabilities for the indicated group of cell type-specific RNAs are different than other RNAs in the data set (Mann–Whitney *U*-test). The heat maps at the *right* display the fraction of each category that is composed of transcription factors (TFs) and the significance of the enrichment. The H3K27me3 binding sites were derived from ChIP-seq of whole L3 larvae that were collected as part of the modENCODE project (Celniker et al. 2009). Genes were classed as having a binding site within 1 kb of their transcription start site (upstream [*A*]), within 1 kb of their transcription termination site (downstream [*C*]), or within the gene body itself, including both introns and exons (gene body [*B*]). We assigned genes to a methylation category based on the combination of regions that had a methylation binding site. Each gene is assigned to only one category. Numbers in parentheses indicate the number of genes in each category. We excluded the upstream–downstream (AC) category because of scarcity; only 10 genes fell into this category. (*) *P* < 0.05, (**) *P* < 10 × 10^−10^, (***) *P* < 10 × 10^−40^.

We wondered whether the relationships between RNA decay rates and cell type specificity, H3K27 trimethylation, and transcription factor status could be disentangled from each other. These gene groups are highly overlapping, with RNAs encoding transcription factors making up 49% of extended H3K27me3 genes and cell type-specific transcription factors making up 13% of extended H3K27me3 genes (Fig. 5A). These overlaps are highly significant. Transcription factor genes are enriched for extended H3K27me3 (odds ratio 18.3, CI = 14.4–23.2, *P* < 0.001), and CTS transcription factor RNAs are also enriched for extended H3K27me3 (odds ratio 17.8, CI = 11.8–26.9, *P* < 0.001) (Fig. 5A). The overlap among these gene groups complicates any simple interpretations that do not consider the relationship between them.

**FIGURE 5.**
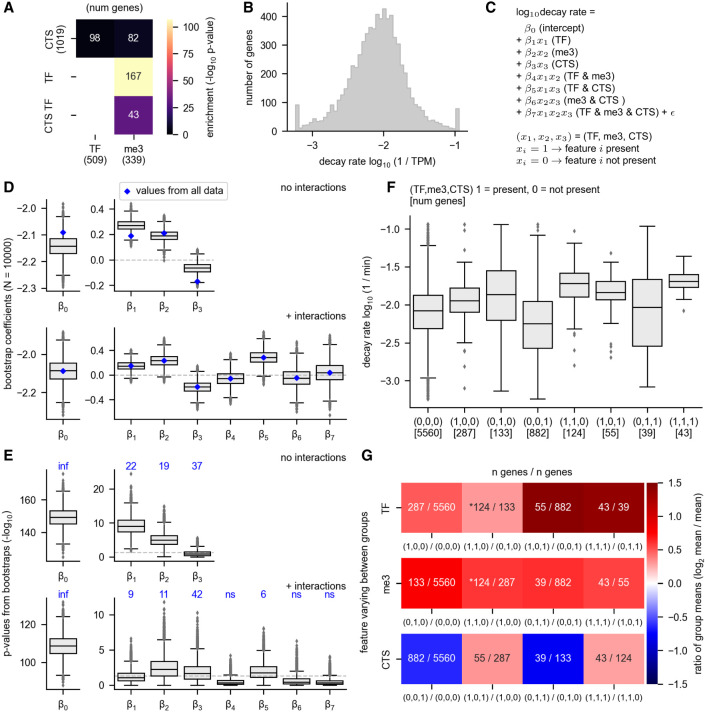
Relationships between RNA decay and gene attributes. The relationship between RNA decay rates and gene membership in the following categories is shown: transcription factor (TF), extended H3K27me3 genes (me3), and cell type-specific genes (CTS). H3K27me3 target genes were defined as those that have H3K27me3 binding sites upstream of, downstream from, and covering the gene body, as specified in Figure 4. (*A*) The overlap between each gene group is shown. CTS TFs are cell type-specific transcription factor genes. The *P*-value for the overlap enrichment is shown. Note that the overlap between CTS TF and TF and the overlap between TF and TF is not shown because these categories have 100% overlap by definition. The numbers in parentheses indicate the number of genes in each group. (*B*) The log transformed and winsorized decay rates are shown. (*C*) The equation for the linear regression model is shown. The model predicts the log_10_ decay rate using gene membership in each of the three groups (TF, me3, and CTS) as features. The model was built either with or without interactions between the features. β_0_–β_7_ indicate the coefficients, with only β_0_–β_3_ determined for the model without interactions. The model without interactions can be derived from this equation simply by setting the interaction coefficients (β_4_–β_7_) to 0. (*D*) A multiple linear regression model was built to predict RNA decay rate as a function of TF, CTS, and H3K27me3 status. The blue diamonds indicate the values determined using all data, whereas the gray box plots show the range of values obtained from subsampling the data set with bootstrapping. Bootstrapping was performed by subsampling each nonoverlapping gene group with a unique combination of factors using a sample size equivalent to the smallest group size (*n* = 39). Ten-thousand bootstrap samples were taken. (Note that the eight nonoverlapping gene groups are shown in *F*.) (*E*) *P*-values obtained from the linear regression model in *D*. The *P*-values are the −log_10_ value of the original *P*-values. The *P*-values derived from the model using the entire data set are written *above* each coefficient in blue. The *P*-values corresponding to β_0_ using the entire data set are 0; thus, the −log_10_ value is undefined but could be interpreted as an infinitely large number and is indicated by “inf.” (*F*) The decay rates of all eight possible nonoverlapping groups derived from three possible explanatory features is shown. Each group is indicated by a vector (TF, me3, or CTS), where 1 = present and 0 = not present. (*G*) For each of the three possible explanatory features (TF, me3, and CTS), the mean change between a group that is positive for the feature is compared with the group that is negative for the feature but is identical with respect to the other features. The overlaid numbers indicate the number of genes in each group. An asterisk marks the comparisons that show the effect of adding either TF or me3 to a group that already has the other feature (i.e., adding TF to a group that is already positive for me3 or vice versa).

To determine which features(s) have the largest correlation with RNA decay rates, we performed multiple linear regression to model the decay rates as a function of gene membership in each of the three groups (TF = encodes a transcription factor, me3 = extended H3K27 trimethylation, and CTS = cell type specificity). We found that these features differ in their effects, and that interactions between the features change the interpretation of the effects. Before regression, we log transformed the decay rates and winsorized the top and bottom 1% of the data to reduce the effect of outliers (Fig. 5B). Next, we modeled the decay rates as a function of RNA membership in each gene group, either with or without interactions between the features (Fig. 5C–E). The obtained β coefficients indicate the strength and directionality of the effect, whereas the *P*-values indicate the probability that the coefficient is zero. The coefficients β_0_, β_1_, β_2_, and β_3_ are present in both models, but they can differ. For example, β_1_ from the noninteraction model indicates the effect of TF without considering that the TF category overlaps the CTS category, but the model with interactions takes this overlap into account, with the coefficient β_5_ describing the effect of TF and CTS combined. The model with interactions shows that TF has an effect both independently of other categories and in combination with CTS (both β_1_ and β_5_ are positive) (Fig. 5D, blue diamonds).

In order to focus our analysis on genes that belong to our groups of interest, we rebuilt the model with 10,000 bootstrapped data sets sampled from our data (Fig. 5D,E). This procedure will give each of our gene sets of interests the same importance in the model, rather than importance proportional to their frequency in the original data set. For the bootstrapped models, we randomly sampled each independent gene group (groups shown in Fig. 5F) at the same depth (39 genes per group per iteration, which corresponds to the minimum size of all gene groups). The bootstrapped models largely agree with the models built using the whole data set, and the range of values obtained in the bootstrapped models reinforce confidence in the effects of some features. The coefficients obtained from bootstrapping differ slightly from the coefficients derived from the whole data set in the model without interactions (Fig. 5D), showing, for example, that the effect of β_1_ (TF) is higher when the analysis is focused on our gene groups of interest than when using the whole data set. In contrast, the coefficients are nearly identical between the bootstrapped models and the model, considering the whole data set in the case of the model with interactions; this is likely because many of the independent gene groups that are used to determine the interaction coefficients are small and highly or completely sampled in the bootstrapping procedure. We found that β_2_ (me3) and β_5_ (TF and CTS) are positive in nearly all the bootstrapped models, reinforcing our confidence that both H3K27 trimethylation and encoding a transcription factor in combination with cell type specificity are associated with higher RNA decay rates (Fig. 5D, right). β_1_ is positive and β_3_ is negative in most bootstrapped models, showing that encoding a transcription factor and cell type specificity are associated with high and low RNA decay rates, respectively (Fig. 5D, right). Overall, our linear models suggest that both H3K27 trimethylation and encoding a TF are predictors of high RNA decay rates, as is the combination of the features cell type-specific and encoding a transcription factor.

To address the same question in a different way, we examined the decay rates of each independent gene group in which the combination of features is constant (Fig. 5F). We found that extended H3K27 trimethylation is associated with a similar increase in decay rates regardless of the other features it is combined with, whereas the other groups show more variable behavior. Each group is denoted by a vector that specifies its combination of features, with zero indicating that the feature is not present and one indicating that the feature is present (see the legend for Fig. 5). For example, (1,0,0) identifies genes that encode transcription factors but do not have any other features. This gene set does not overlap with the set denoted by (1,1,0), which specifies genes that both encode TFs and have extended H3K27 trimethylation. Direct comparison of each independent group gives similar insights with those obtained via linear regression. The CTS feature alone is not a consistent indicator of high RNA decay rate and in some comparisons is associated with a lower decay rate (Fig. 5G). In contrast, extended H3K27 trimethylation is a consistent indicator of high decay rate across all comparisons, whereas the effect of encoding a transcription factor is strongest in combination with the CTS feature (Fig. 5G).

Because of the strong and consistent correlation of H3K27 trimethylation with high RNA decay rates, we wondered whether there might be a functional link between PcG targeting and RNA decay. Such a link would ensure that transiently expressed RNAs could not wreak havoc in another cell type as a consequence of leaky transcription and that they could be cleared effectively before transitioning to another cell state. The most obvious explanation for the link is that convergent evolutionary selection processes have led to both PcG-driven transcriptional silencing and low RNA stability for these genes. However, the most parsimonious explanation for the link would be that the two are functionally related; that is, whatever processes serve to transcriptionally silence the gene also cause the locus-derived RNA to be rapidly degraded. To distinguish between these possibilities, we examined a data set that measured both nascent and total RNA levels after knockdown of components of the Polycomb repressive complex 1 (PRC1) in a *Drosophila* neural-derived cell line BG3 (Pherson et al. 2017). As expected, knockdown of the Ph subunit of PRC1 increased the levels of many RNAs at the nascent RNA level. These RNAs also increased in total RNA levels (Supplemental Fig. S7A–C). Nascent RNA sequencing captures the active transcriptional response to a change. It is expected that a change in transcriptional regulation of a gene would change its nascent RNA levels, but that the total RNA levels would mirror the changes in nascent RNA with a slight time delay depending on the half-life of the RNA in question. If a perturbation acts by altering RNA stability, then we would expect it to change the ratio between the nascent and the total RNA levels. We found that the ratio between the total and nascent RNA levels was slightly increased after Ph knockdown for genes that were defined as probable targets of PcG-driven silencing (PcG domain genes) (Supplemental Fig. S7D). This experiment suggests that Ph depletion primarily derepresses the transcription of PcG domain genes, but that the stability of the resulting RNAs remains similar after they are transcriptionally derepressed. Therefore, we failed to find evidence of a direct causative link between PcG targeting and RNA decay.

Finally, we examined the RNA stabilities for two groups of genes that are known to be spatiotemporally regulated in either the *Drosophila* embryo or larva. One group of genes is involved in neural fate determination, via specifying the developmental timing window in which a neuron is born. Another group of genes regulates anterior–posterior patterning in the *Drosophila* embryo. These groups of genes had low RNA stability, in agreement with our finding that rapid RNA decay is needed for RNAs that are required transiently in development (Fig. 6). 

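slp1 and tll, a pair of temporal and head gap factor genes, had half-lives of 15.8 min (16.1 ± 2.50) and 19.1 min (19.6 ± 5.40). hb had 36.7 min (38.0 ± 6.21), Kr 36.1 min (36.5 ± 9.27) and slp2 28.0 min (29.7 ± 7.47), all genes of both processes. Of 19 neural fate mRNAs with a rate, 17 lay below and 2 above the middle of all genes (median percentile 18.6, quartiles 15.1 and 28.2, 24.6 ± 2.19 over 3 replicates, two-sided permutation test, adjusted p = 0.000185). The 2 above were pdm2 and lin-28, which encodes a regulator of let-7 processing and had 0.153 TPM of total RNA. All 21 embryo patterning mRNAs lay below, with a median half-life of 29.8 min (median percentile 11.1, quartiles 8.14 and 15.6, 16.0 ± 2.96 over 3 replicates, adjusted p = 3.70e-05 in the permutation test), and the most stable of them were croc at 57.7 min (83.8 ± 72.7) and cnc. Neither list had a gene that rose or fell after 60 min of incubation with or without 4sU in edgeR (20 and 21 genes measured). The paper concludes that RNAs needed for a short time in development decay fast.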

We note that five of these genes (*hb*, *Kr*, *tll*, and *slp1/2*) are shared between the groups and have functions in both processes. The majority of these RNAs encode transcription factors (Fig. 6). Therefore, we suggest a model wherein mRNAs encoding transiently expressed and dynamically regulated transcription factors are selected to be unstable so that rapid developmental transitions can occur robustly.

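Imp, which encodes an RNA-binding protein that declines as neuroblasts age, is not a transcription factor gene and had a half-life of 61.2 min (61.6 ± 10.3) at 151 ± 14.2 TPM. Of the 35 genes of both lists with a rate, 33 are in the textbook transcription factor list, with Imp and lin-28 the exceptions, and 5 are in both lists. By list, 17 of 19 neural fate and 21 of 21 patterning genes are transcription factor genes. Of the 35, 33 lay in the less stable part of all genes.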

**FIGURE 6.**
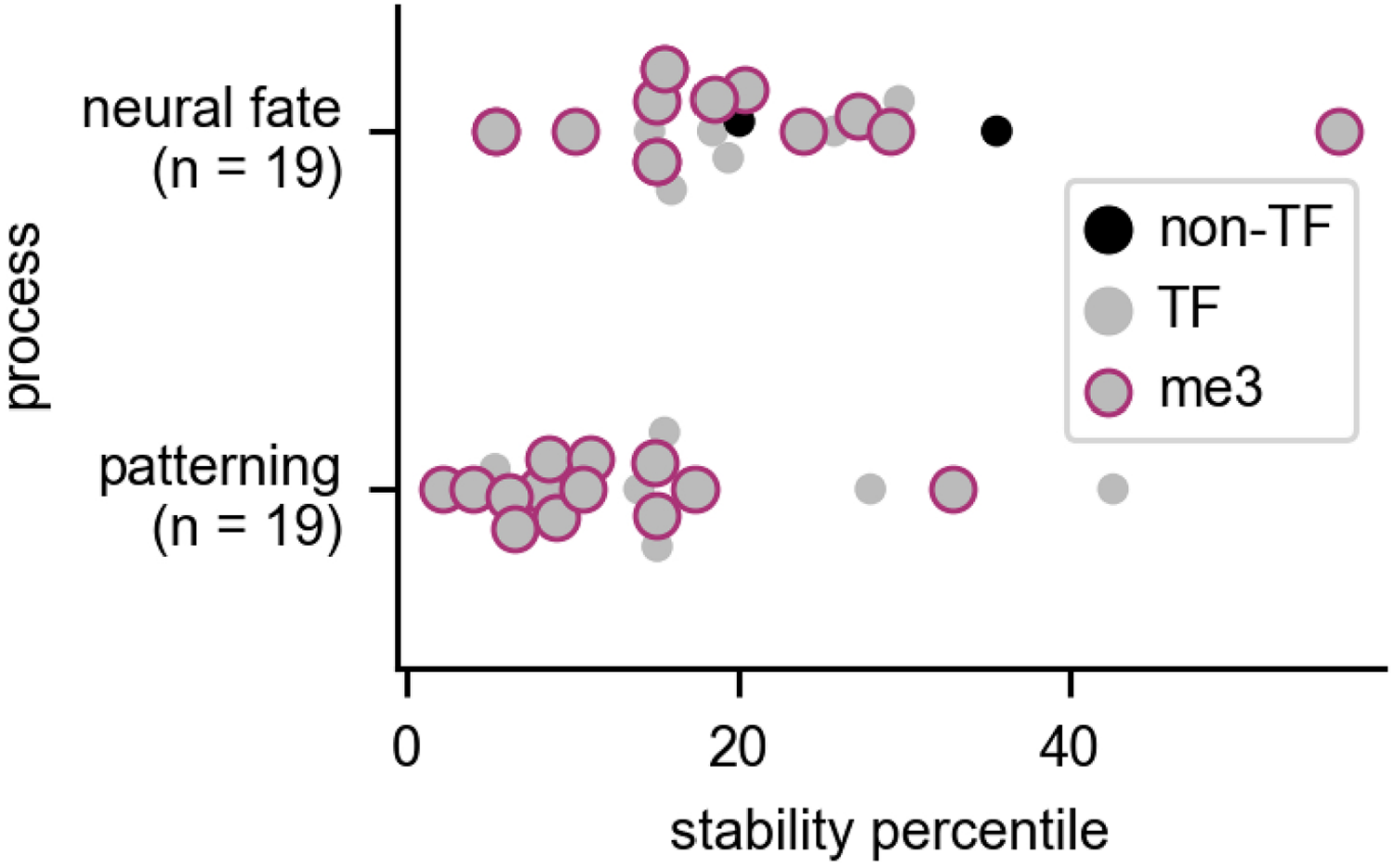
RNAs that are highly regulated during development are rapidly degraded. The stability percentile of RNAs (both mRNAs and ncRNAs) that are annotated as being involved in neural fate determination or early patterning of the *Drosophila* embryo are shown. For neural fate determination, the RNAs are a combination of temporal transcription factor genes and other genes that undergo temporal regulation in neural precursor cells (Doe 2017). For pattern formation, the genes were taken from a curated list hosted on the Interactive Fly website and encompassing gene sets known as the gap genes and the pair-rule genes (Brody 1999). Most of these genes are transcription factors (TFs); the non-TFs are indicated. Genes that are in our group of extended H3K27me3 genes (me3) are also indicated.

## DISCUSSION

Here, we report a systematic analysis of RNA transcription and decay rates in the developing *Drosophila* brain. We accomplished this feat by adapting 4sU metabolic labeling and sequencing to small tissue samples. Although we collected RNA from 150 larval brains per replicate, we have shown that the experiment can be performed with as little as 5 µg of total RNA, which can be collected from as few as 25 brains (see Materials and Methods). Our study serves as proof of principle that RNA labeling experiments and kinetic data can be collected from complex tissue types, which are often more biologically relevant than monolayer cells in culture. There are many potential uses for our data set. For example, our analysis of decay rates identified many lncRNAs with higher than average RNA stability. Among these lncRNAs was the RNA cherub (half-life = 248 min), which was recently found to have an important function in brain tumor formation (Landskron et al. 2018). It will be interesting to examine the functions of other high stability lncRNAs, which are likely to have important roles.

Using these data, we showed that transcription rates span a larger range than decay rates, but decay rates are nonetheless biologically relevant. As shown in previous studies of RNA decay from tissue culture cells and single-celled organisms, RNA decay is tightly coupled to the function of the encoded protein (Miller et al. 2011; Schwanhäusser et al. 2011; Neymotin et al. 2014; Mukherjee et al. 2017). Interestingly, not all high expression RNAs are stable. For example, some RNAs encoding receptors are highly abundant but also unstable. Such dynamics might allow cells to respond to changes in conditions rapidly, even for abundant RNAs.

By comparing our data with single-cell RNA-seq data sets (Corrales et al. 2022; Dillon et al. 2022), we found that some cell types are defined by particularly unstable RNAs. Although it is true that our RNA stability measurements collected from whole brains do not directly correspond to the individual cell types profiled in these single-cell data sets, our measurements are likely to be similar to the actual cell type-specific values for RNAs that are highly enriched in a specific cell type. In other cases, our RNA stability measurements derived from whole brains should reflect the median stability across these different cell types, and this median measurement reveals differences between RNAs derived from genes of different functional classes.

Perhaps the most striking finding was the high turnover rate of RNAs encoding transcription factors. Although some past studies of RNA kinetics in tissue culture cells have observed lower stability for RNAs encoding transcription factors, our study takes this observation a step further. We found that the low stability status of these RNAs is linked to their tendency to be transiently expressed and developmentally regulated. These characteristics of the unstable transcription factor RNAs are demonstrated via their enrichment in certain transient cell populations, such as among immature neurons. Likewise, their high levels of H3K27 trimethylation in data derived from whole larvae indicates that these genes tend to be kept in a transcriptionally silent state in most cell types.

There are two possible models to explain the relationship between transcriptional regulation and the high decay rates of these RNAs. The first possibility is that the transient TF RNAs contain *cis*-acting elements, such as RNA-binding protein motifs. On the whole, we have not found evidence for universal RBP targeting of cell type-specific TF mRNAs, but it is possible that evolutionary pressures have selected sequence characteristics that destabilize these RNAs on a case-by-case basis and/or that destabilization depends on complex combinatorial action of multiple RNA-binding proteins that cannot be easily detected.

A second possibility is that transcriptional regulation of these RNAs is directly linked to their high degradation rates. Using data from another study (Pherson et al. 2017), we found that knockdown of PRC1 subunit Ph generally increases both the nascent and total RNA levels of PcG target RNAs, which argues against a direct effect of the PRC1 complex on RNA decay. However, this observation does not rule out the possibility that PcG targeting could be linked to RNA degradation of the same gene product through an unknown mechanism. This RNA destabilizing mechanism might remain active even after the gene is derepressed via experimental manipulation or in vivo during development. There is a growing body of evidence that factors that regulate the RNA life cycle can be deposited on the RNA during the process of transcription, a process that has been shown to depend on the promoter (Bregman et al. 2011; Dori-Bachash et al. 2012; Lavoie et al. 2012; Trcek et al. 2013; Catala and Abou Elela 2019). Likewise, it seems possible that factors that regulate transcriptional silencing could also recruit RNA destabilizing factors, which could be deposited on an RNA during transcription. An exciting candidate for a PRC linked destabilizing factor is the rixosome, a complex involved in rRNA processing that was recently shown to interact with PRC complexes (Zhou et al. 2022). Other candidates include the LSM2–8 complex, which was shown to repress the levels of mature PcG target RNAs in cooperation with Xrn2, presumably in the nucleus (Mattout et al. 2020). Future experiments involving careful manipulation of these complexes and measurements of the effects on both nuclear and cytoplasmic RNA decay rates will be required to clarify the roles of these pathways in PcG target RNA degradation.

## MATERIALS AND METHODS

### Choice of labeling approach and protocol optimization

We considered different approaches for estimating RNA decay rates from our small tissue samples. We decided to use a pulse labeling approach with 4-thiouridine (4sU) and to extract RNA kinetic parameters from a single time point (Rabani et al. 2014; de Pretis et al. 2015). Classically, RNA decay has been measured with a pulse-chase approach. However, this method is difficult to perform with tissue samples. A pulse period and subsequent chase period in culture will expose the tissue to more time and potential damage from the ex vivo conditions. Furthermore, many chase time points are needed to capture the half-lives of RNAs at different ends of the half-life spectrum. In addition to the extra resources needed to process these numerous samples and their replicates, taking time points from tissue involves destructive sampling; that is they are collected from different sets of animals. Calculations that involve comparison between time points will compound error for measurement of RNA half-lives from noisier sources such as tissue. In the single time point method, both labeled RNA and total RNA are quantified from the same time point, and the resulting data are used to estimate RNA synthesis and decay rates using a steady-state model (Rabani et al. 2014; de Pretis et al. 2015).

### *Drosophila* culture and RNA extraction

*Drosophila melanogaster* wild-type strain Oregon-R flies were raised on standard cornmeal-agar medium at 25°C. For each replicate 150 wandering third instar larvae were collected and their brains were dissected in brain culture media (BCM: 80% [v/v] Schneider's *Drosophila* medium [Thermo Fisher 21720024], 20% [v/v] heat-inactivated fetal bovine serum [FBS; Sigma F4135], 10 µg/mL human insulin [Sigma I9278]). The BCM used here is based on a previous recipe used for longterm culturing of larval brains (Hailstone et al. 2020) but modified to exclude whole larval extract, which contains RNases and nonbrain RNAs that could contaminate our sequencing libraries. Brains were collected in small batches of 15–20 in order to minimize total dissection and preparation time before labeling, which was kept to <20 min. Brains were transferred to 1.7-mL epitubes and the media was replaced with BCM containing 500 µM 4sU (Carbosynth NT06186) for 20 min. For the incubation condition testing experiments shown in Supplemental Figure S1, 50 brains were collected per replicate and the brains were incubated for 60 min. Our current version of the labeling protocol is able to recover adequate 4sU-labeled RNA from as few as 25 brains, corresponding to ∼5 µg of total RNA as input for the 4sU RNA purification. In addition to the methods described below, we now recommend using SPRI bead-based purification instead of chloroform extraction and using buffers that further increase 4sU-labeled RNA purification specificity (see the Supplemental Protocol provided at doi: 10.5281/zenodo.7699832).

Labeling was performed with tubes laid on their side with gentle shaking in the dark (80 rpm on an orbital shaker; New Brunswick Innova 2000). At the end of the labeling period, the brains were quickly washed with Schneiders media + 500 µM 4sU. All incubation and wash steps used 200 µL of the specified media. The wash with Schneider's medium was performed to remove traces of FBS, which we found to have high levels of a thiol-reactive molecule that could possibly interfere with our 4sU RNA purification approach. The samples were then flash-frozen in liquid nitrogen. Next, RNA was extracted with the hot acid phenol method. Brains were homogenized on ice in SEA buffer (50 mM NaOAc at pH 5.2, 10 mM EDTA, 0.3% Sarkosyl) for 20 sec using a motorized pestle. After homogenization, 1% SDS was added, and the extraction was continued as previously described (Thompson et al. 2020). Previous experiments using TRIzol for extraction led to sporadic failure of 4sU purification, which we believe was due to reducing agent carryover from TRIzol to the sample.

### Purification of thiolated RNAs and sequencing library construction

RNA was biotinylated in a 360-µL reaction containing 10 mM HEPES (pH 7.5), 1 mM EDTA, and 24 µg of brain RNA. After adding other components, MTSEA biotin-XX (MTS-biotin; Biotium 90066) was added to a final concentration of 0.04 mg/mL as suggested (Duffy et al. 2015). The stock concentration of MTS-biotin was dissolved in anhydrous DMSO (ThermoFisher D12345) to a concentration of 0.2 mg/mL and stored at −80°C before use. The biotinylation reactions were purified with two rounds of extraction with an equal volume of chloroform and cleaned up with isopropanol precipitation. Pellets were resuspended in 50 µL of H_2_O and subjected to purification of on µMACs streptavidin columns as previously described, although reaction volumes were scaled down twofold (i.e., 50 µL of RNA added to 50 µL of beads) (Rädle et al. 2013). Pull-down RNA was isopropanol-precipitated and resuspended in 10 µL of H_2_O. All precipitations were done with 150 mM NaOAc (pH 5.2), 50% isopropanol, and 50 µg/mL GlycoBlue (ThermFisher AM9516) and then washed in cold 75% ethanol.

Ribosomal RNA depletion was then performed using biotinylated RNAs that are antisense to the 5S, 5.8S, 18S, and 28S ribosomal RNAs, as previously described (Stewart et al. 2010) with adaptations. We used in vitro transcribed antisense rRNA against the 5S, 5.8S, 18S, and 28S rRNAs (see below). For total RNA samples, 500 ng of RNA was mixed with asrRNA in a 50-µL hybridization reaction. All recovered pull-down RNA was mixed with asrRNA in a 25-µL hybridization reaction. For each 100 ng of input RNA, a mix containing 0.3 pmol of each asrRNA was added per each 100 ng of input RNA, which is approximately twofold molar excess over the rRNA in the sample. The input hybridization reaction was purified with 250 µL of Dynabeads MyOne Streptavidin C1 (Thermo Fisher, 65001) in 100 µL of binding volume. The pull-down hybridization reaction was purified with 25 µL of beads in 25-µL volume. Beads were washed in Dynabeads solution A prior to use. The binding reactions were incubated for 10 min at 22°C in the thermomixer at 600 rpm. The supernatant (rRNA-depleted) was then cleaned up and treated with DNase using the RNAqueous-Micro total RNA isolation kit (Thermo Fisher AM1931).

The RNA was eluted in 10 µL from the kit, and 6 µL was input into the library construction with the Lexogen Sense total RNA-seq library preparation kit for Illumina (Lexogen 009). Libraries were PCR-amplified using primers with unique 6mer i7 indices with 19 cycles (input libraries) or 18 cycles (pull-down libraries). Libraries were pooled and sequenced on an Illumina HiSeq 2500 and sequenced as two 125-bp paired-end reads with two sets of nine cycles of additional index read sequencing. Samples for the incubation condition testing experiments were processed similarly, except that ribosomal RNA subtraction was not performed and 500 ng of total RNA was used to construct poly(A)-primed libraries using the QuantSeq 3′ mRNA-seq library preparation kit FWD for Illumina (Lexogen 015) and amplified for 13–15 PCR cycles. Quant-seq libraries were loaded onto an Illumina NextSeq 500/550 high-output v2 cartridge and subjected to single-end sequencing on a NextSeq 500 instrument for 85 cycles with six cycles of index sequencing.

### In vitro transcription and spike-ins

*Drosophila* rRNAs corresponding to the 5S, 5.8S, 18S, and 28S were cloned in the antisense orientation behind the T7 promoter in the ERCC plasmid backbone and linearized with BamHI. In vitro transcription was performed with the T7 Megascript kit (Thermo Fisher AM1334) with 40% of the UTP substituted with Biotin-16-UTP (Tebubio N-5005). Reactions were treated with Turbo DNase (Thermo Fisher AM2238), cleaned up with the RNA Clean & Concentrator-25 kit (Zymo Research R1017), and eluted with water.

We added two types of synthetic RNA spike-ins to use for quality control. Nonthiolated spike-in RNAs were from the Lexogen SIRV E2 mix (Lexogen 025.03), and thiolated spike-in RNAs (mix m2) were derived from a subset of the ERCC plasmids donated by NIST including ERCC-00057, ERCC-00073, ERCC-00077, ERCC-00104, ERCC-00112, ERCC-00142, ERCC-00150, ERCC-00162, ERCC-00165, and ERCC-00168. The thiolated spike-ins were made using T7 RNA polymerase (NEB M0251) on BamHI-digested templates. The transcription reactions contained 0.5 mM each NTP and additional 4sUTP (TriLink N-1025) added in proportion to the number of Us in each transcript: >350 Us, 0.125 mM; 190–350 Us, 0.25 mM; 100–190 Us, 0.5 mM; and <100 Us, 1 mM. The thiolated spike-ins were quantified with the Qubit RNA BR assay (Thermo Fisher Q10210) and mixed at equal final concentrations. The nonthiolated spike-ins were added to both the input and pull-down samples before ribosomal RNA removal. The thiolated spike-ins were added to the pull-down samples before biotinylation and pull-down, whereas they were added to the input samples before ribosomal RNA removal. For the 20-min labeling experiments, 2.25 ng of thiolated spike-ins was added to each input sample and 0.25 ng was added to each pull-down sample. An amount of 4.8 ng of Lexogen E2 mix was added to each input sample, and 6.1 ng was added to each pull-down sample. For the 60-min incubation test samples, 0.15 ng of thiolated spike-ins and 0.31 ng of Lexogen E2 mix were added to each total RNA sample.

### RNA-seq data processing

Adapter removal and/or quality trimming were performed following recommendations from Lexogen. For SENSE RNA-seq libraries, the first 9 nt of the R1 read, the first 6 nt of the R2 read, and adapter sequences were removed with Cutadapt (Martin 2011) using the command “-m 20 -u 9 -U 6.” For the QuantSeq libraries, BBDuk (https://sourceforge.net/projects/bbmap/) was used with the parameters “k = 13 ktrim = r mink = 5 qtrim = r trimq = 10 minlength = 20.” Raw sequence data from BG3 cells that were generated using the Ion total RNA-seq kit v2 (Thermo Fisher 4475936) (Pherson et al. 2017) were downloaded from the SRA and used without further processing because the data had already been trimmed. *Drosophila melanogaster* genomic and transcript sequences were downloaded from Ensembl (release 99, assembly BDGP6.28). Kb-python (Melsted et al. 2021) was used to build a Kallisto (Bray et al. 2016) index with the coding, noncoding, and spike-in transcripts, as well intronic sequences with 30 nt of flanking sequence on either side. Kallisto was used to estimate counts mapping to each intron and each transcript using the options “–rf-stranded” for the Sense RNA-seq libraries and the options “-l 220 -s 130 –single –fr-stranded –single-overhang” and “-l 100 -s 100 –single –fr-stranded –single-overhang” for the QuantSeq and Ion total RNA-seq libraries, respectively. Transcript per million (TPM) values were then recalculated for both intronic and exonic regions for each gene after removing reads that were assigned to ribosomal RNA or spike-in RNAs. INSPEcT (de Pretis et al. 2015) was then used to estimate RNA synthesis, processing and decay rates from the 4sU-labeled and total RNA data. Snakemake (Koster and Rahmann 2012) and Conda (Grüning et al. 2018) were used to run the RNA-seq pipeline and manage software dependencies. Downstream analysis and figure construction were completed using open-source scientific computing software, including Numpy, Scipy, Pandas, and Matplotlib, run in Jupyter notebooks (Hunter 2007; McKinney 2010; van der Walt et al. 2011; Kluyver et al. 2016; Virtanen et al. 2020). Further details of the RNA-seq pipeline and the generated figures are available from Zenodo, doi: 10.5281/zenodo.7699832.

### RNA-seq data analysis

Before downstream analyses, the data sets were filtered to exclude genes that were not adequately expressed. For each experiment, we chose a cutoff of 10 counts in at least 2/3 of the libraries for at least one condition. Because small RNAs are not recovered quantitatively by general RNA-seq protocols, in our analysis we focus on mRNAs and noncoding RNAs >200 nt (this includes both lncRNAs and other noncoding RNAs such as the signal recognition particle 7SL RNA). For analysis of decay and synthesis rate trends in specific gene groups versus other genes, the Mann–Whitney *U*-test was used. To calculate the error in the synthesis and decay measurements reported in Supplemental Table S1, we used the variance of the synthesis and total RNA levels reported by INSPEcT (de Pretis et al. 2015). We converted these variance measures to coefficient of variation (CV) values and also calculated CV values for degradation rates based on the formula used by INSPEcT for decay rate calculation at a steady-state [decay rate = synthesis rate/(total RNA − pre-mRNA)]. We observed that some genes had very long calculated half-lifes (>1000 min), but that the variation between half-lives from these genes had large interreplicate variation due to estimate uncertainty. We chose 1000 min as an upper limit based on the expected purification specificity of 4sU^+^ RNA relative to total RNA in the 4sU^+^ sample. Based on an empirically determined estimate from spike-in RNAs, we determined that some unlabeled RNAs will be present in the 4sU^+^ RNA sample. We chose a cutoff of a 1:100 ratio of 4sU^+^ to mature RNA in the total RNA library. This ratio corresponds to a calculated half-life of 1386 min, which we rounded to 1000. For scatterplots where experiments are compared, a pseudocount corresponding to the minimum value across experiments (i.e., min TPM) was added to all values before log transformation to allow plotting.

### Comparison of RNA stability data with other data sets, gene lists, and gene features

Genes encoding transcription factors were obtained from the Flybase Gene Groups page. RNA-binding proteins were taken as genes mapping to GO term (RNA binding; GO:0003723) and mRNA-binding proteins were taken as genes mapping to GO term (mRNA binding; GO:0003729). Genes enriched in specific cell types in the L3 brain were taken from a single-cell RNA-seq data set and were defined as genes statistically enriched in a given cell type (*P* < 0.05) and with a fold-change enrichment of at least twofold (Corrales et al. 2022). PcG domain genes were taken from a study that identified them based on their high enrichment levels in both Ph Chip-seq and H3K27me3 ChIP-chip (Pherson et al. 2017). Neurite-localized RNAs were extracted from a meta-analysis and correspond to genes found to have significant neurite enrichment (*P* < 0.1) in at least three studies (Kügelgen and Chekulaeva 2020). DIOPT 9.0 (Hu et al. 2011) was used to extract *Drosophila* homologs of gene sets from other species. The DIOPT query was run using https://www.flyrnai.org/cgi-bin/DRSC_orthologs.pl and filtered to remove homologs found in fewer than eight sources (DIOPT score > 7). The search for enriched RBP motifs was done with Transite using the TSMA mode against their entire database of RBP motifs (Krismer et al. 2020). GO analysis was performed with clusterProfiler (Wu et al. 2021) and the returned categories were simplified with the semantic similarity score cutoff set to 0.5. For modeling decay rates as a function of gene features, decay rates were first log_10_ transformed and winsorized at the top and bottom 1%. The rates were fit to a linear model that considered the effect of each feature alone and in combination with each other (see Supplemental Fig. S6C). The model was run on either the entire data set or subsampled 10,000 times with bootstrapping. Bootstrapping was performed by subsampling each nonoverlapping gene group with a unique combination of features using a sample size equivalent to the smallest group size (*n* = 39). Regression was performed with the OLS function in the Statsmodels package (Seabold and Perktold 2010).

## DATA DEPOSITION

RNA sequencing data, including processed files summarizing RNA kinetic rates and expression levels, have been deposited in the Gene Expression Omnibus under accession GSE219202.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

How the deposited data were processed for this re-analysis (not part of the article)

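The deposited files used are gene tables of estimated counts and TPM for 15 libraries in 5 conditions and the table of rates, all made by the authors. The authors trimmed reads with Cutadapt or BBDuk and quantified them with kallisto, whose versions are not given in the sources used here, on an index of transcripts, introns with flanks and spike-in RNAs of Ensembl release 99. Values are estimated counts over exons and introns, and a signal that the authors recalculated as TPM without rRNA and spike-in RNAs, in which exonic and intronic values of a library sum to the whole. The rate table holds half-lives in min, synthesis rates in TPM per min, decay rates per min, total RNA in TPM and a stability rank in percent. Its decay rate is the synthesis rate divided by mature total RNA, and its synthesis rate is a constant times the mean exonic 4sU+ TPM, so each rate rests on the same 6 libraries. The table of cultured BG3 cells was not used here, because its libraries belong to another series.

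Of the gene tables, 17669 genes were kept after leaving out 138 rRNA entries and 17 spike-in entries. No 2 libraries had identical counts. Gene positions are those of BDGP6 in Ensembl release 115 and were found for 17572 genes. Depth is given with each experiment. The 10 most abundant genes took 13.1 to 17.3% of exonic counts, and rRNA 2.38 to 4.61% in the incubation libraries.

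Exonic estimated counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit, TMM, all 9 libraries or all 6 libraries in the model), for genes with at least 10 counts in at least 2 of 3 libraries of a group, with Benjamini-Hochberg adjusted p under 0.05. The ratio of premature to mature RNA was tested in edgeR as the interaction of group with intronic or exonic counts, with the library as a block. Alternatives were DESeq2 1.42.0, RLE factors, no count filter, a replicate block, exonic plus intronic counts, a 2-fold minimum, only the 6 libraries compared, spike-in scaling, leaving out each library, and limma 3.58.1 on the log2 ratio. Percent unspliced was compared by an unpaired exact permutation test. Rates were analysed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with numba 0.67.0 for permutations and matplotlib 3.10.9 for figures. Lists were compared with other genes by 100000 two-sided permutations of ranks (seed 1), adjusted over 37 lists, so no p lies under 1e-05.

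All 8124 genes of the rate table were used for rates, because the deposited percentiles are ranks among them (0 differed by over 0.001). The paper's count filter on exonic plus intronic counts, which leaves 7123 genes, of which 6775 are coding and 286 noncoding, was added as an alternative after the data were seen. Other alternatives for rates were genes with at least 1 TPM, rates winsorized at 1%, coding genes only, half-lives capped at 1000 min, the ratio of total to 4sU+ TPM, random lists matched on total RNA, squared Spearman coefficients and leaving out each replicate. For correlations of levels, the smallest TPM of any library served as pseudocount, as in the paper, and 1 TPM was the alternative.

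The 37 gene lists were written, all but 1 from general knowledge of the fly, before the data were examined, as were the tests and their alternatives. They hold transcription factors (with widely used factors and Polycomb targets apart), basal transcription, neural fate and patterning genes, receptors, secreted signals, neuropeptides, cytosolic and mitochondrial ribosomal proteins, oxidative phosphorylation, glycolysis, proteasome, vacuolar ATPase, translation factors, tRNA synthetases, ribosome biogenesis and stable noncoding RNAs. The last list holds RNAs the paper names for their stability and is not reported as a test. Cell types are synaptic neurons, neuroblasts, glia and hemocytes, and tissues that a dissected brain could carry along are fat body, salivary gland, muscle, cuticle, gut and ring gland. Responses are heat shock, immediate early, JNK and wound, FOXO, ecdysone, immune peptide, detoxification, and p53 and DNA damage genes. Of the entries, 4 were matched through another symbol and 6 were not matched (dys, Ald, nkd2, Pepck, Dpt and Srp-7SL:CR32864). Lists were tested after incubation with limma's camera at a preset correlation of 0.01, with an estimated correlation, fry and a replicate block as alternatives.

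Genes are named by a fixed rule: those the paper names, the 10 largest rises and falls per comparison with at least 10 counts in each library of the higher group and no overlap between groups, members of lists with the smallest adjusted p or the most extreme stability, and the 10 shortest and longest half-lives at 10 TPM or more among genes with a name beyond a CG number. Among called genes, 9 in the incubation and 58 in the labelling comparison share identical counts with another called gene and are uncertain.

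Pairing by replicate number was tested on the residuals of each group. Replicates of 60 min with and without 4sU correlated across genes (0.44, 0.73 and 0.83), so that comparison is paired, and 0 genes were called either way. Those of 0 min did not pair with 60 min without 4sU (0.19, −0.37 and −0.46) or with 4sU (0.35, −0.26 and −0.40). Total and 4sU+ RNA come from the same samples by the paper's account (0.25, 0.05 and 0.13), and a block gave 3537 called genes.

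On simulated data 100 genes were changed per fold. The tests recovered 46% and 83% of 2-fold and 4-fold changes after 60 min with 4sU, 43% and 86% between both 60 min groups, 27% and 63% between 4sU+ and total RNA, and 31% and 85% for the ratio without 4sU, with 0 of wrong sign. Unchanged genes called numbered 6 without and 9 with 4sU, 9 between both 60 min groups and 8 between 4sU+ and total RNA. For the ratio they numbered 6 without and 5 with 4sU. Camera called the 1 changed list of 37 and no other. Genes were simulated independently, so this does not show how often camera calls unchanged lists of correlated genes. The rank permutation called 8 of 200 random lists and 50 of 50 lists drawn from genes of low stability.

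Not analysed here are the study's neurite, RNA-binding protein, sequence motif, single-cell, methylation and BG3 results, whose inputs were not used.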

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

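Of the tests below, those of other tissues, slower decay, lasting induction of transcription factors, other splits of the libraries, and uridine number for lists other than transcription factors, cytosolic ribosomal proteins, oxidative phosphorylation and neuropeptides were chosen after the result was seen.

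After 60 min without 4sU 118 genes rose and 14 fell, and with 4sU 117 rose and 11 fell, among them stv, ImpL2, Hsp26, Rel, Ets21C and puc; the paper compares these libraries by correlation. The tissue lists argue against more RNA from fat body, muscle, cuticle, salivary gland, gut, ring gland or hemocytes as the source of the rises. The highest median log2 fold change of such a list was 0.13 for 12 hemocyte genes (median absolute deviation 0.25) without 4sU. With 4sU it was 0.14 for 3 gut genes, of which 1 rose in each comparison, and the salivary gland list held only 2 genes. Lower quartiles of the risen genes were 1.16 and 1.11. Rises within attached tissue, and tissues without a list, are not covered by these medians. For the risen genes with enough intronic counts, taken as a set, intronic counts rose too, which argues against slower decay alone without excluding it. Their intronic counts had a median log2 fold change of 0.71 (58 genes, 53 of them higher) without and 0.74 (53 genes, 49 higher) with 4sU. Exonic counts had 1.37 in each. The intronic medians were 0.521 and 0.536 times the exonic ones, just above a cut-off for this reading that was chosen after the result was seen. Genes could enter this set through counts at 60 min alone, which favours higher values, and the other risen genes are not covered. The libraries are poly(A)-primed and introns were indexed with flanks, so intronic counts measure transcription only indirectly. Part of the rises could still come from slower decay, because the intronic medians are below the exonic ones. Without 4sU, the intronic levels of upd3, Dif and Ets21C rose less than the exonic ones or not at all (0.474 to 0.440, 0.515 to 0.656 and 0.242 to 0.337 TPM). The 10 splits of 3 against 3 libraries are too few for a share under 0.05: the real split was the only 1 with as many calls, with 132 against a highest other of 0 without 4sU and 128 against 2 with 4sU.

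The ratio of premature to mature RNA changed for 11 genes without and 20 genes with 4sU, including Hsp83, Dif and vir-1. Of 10 splits, which are again too few, 1 had as many calls in each case, with 11 against a highest other of 1, and 20 against 0.

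Between 60 min with and without 4sU, the synaptic neuron list was called down by camera (37 genes, 0 rose and 0 fell, median log2 fold change −0.09, 8.11% of genes up; adjusted p = 0.00121, adjusted p = 0.000197 with the replicate block of this paired comparison, and adjusted p = 0.628 with an estimated correlation). Without replicate 3 this call was lost (adjusted p = 0.184). The ring gland list was called up without the block only (9 genes, median 0.20; adjusted p = 0.0381, adjusted p = 0.163 with the block, and adjusted p = 0.931 with an estimated correlation), and turned down without replicate 3 (adjusted p = 0.748). With too few splits (10) to tell, 7 had as many list calls as the real 2, and the highest other had 9. For the list tests against 0 min, 5 splits had as many as the real 7 without 4sU (highest other 14) and 4 as many as the real 9 with 4sU (highest other 13). For genes, all 10 splits had as many calls as the real 0, and the split that joins 60 min without 4sU replicates 1 and 2 with 60 min with 4sU replicate 2 had 638, which points to a structure of the samples.

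Half-lives follow the number of uridines in the exons, with a Spearman coefficient of −0.272 across 8070 genes (−0.268 for length), and medians of 131, 108, 89.6, 72.8 and 58.6 min from the fifth with the fewest to that with the most. Capture by uridine number alone does not account for these results: against lists matched on uridines, 81.2% of the rank difference remained for transcription factor, 82.6% for cytosolic ribosomal protein, 79.3% for oxidative phosphorylation, 85.6% for neuropeptide and 59.7% for secreted signal mRNAs (adjusted p = 0.0453). Mitochondrial ribosomal protein mRNAs kept 54.3% and their call in the same permutation test (adjusted p = 0.0140). Basal transcription, cuticle and ring gland lists lost their calls when matched (adjusted p = 0.0960, 0.122 and 0.0755), with 70.6, 56.5 and 83.3% remaining, so uridine number stays open for them. Synaptic neuron and muscle lists gained a call as more stable (adjusted p = 0.000567 and 0.0201). For receptor mRNAs −5.60% remained (adjusted p = 0.861), so their short half-lives may come from their many uridines, and this explanation remains open. For the transcription factor mRNAs they cover as a list, the values below argue against induction that begins after 0 min and lasts to 60 min. To account for the short half-lives of all 285, it would need a log2 fold change of 1.01 in transcription. Intronic counts of 169 factors had a median of −0.036 (median absolute deviation 0.17) without and −0.07 (0.18) with 4sU. Exonic counts of 268 factors had medians of 0.07 and 0.02. Factors without an intron, such as sna and slp1, are not in the intronic set. In these poly(A)-primed libraries, intronic counts measure transcription only indirectly. A brief induction during the 20 min of labelling stays open, because no library of the incubation experiment lies between 0 and 60 min. Induction already present at 0 min, after dissection, stays open too, because every comparison is against the 0 min libraries. The median percentile of the 279 left after removal of 6 genes called after 60 min was 18.7, but removal of any 6 reaches 18.7 at most, so this value decides nothing. The 10 splits of total against 4sU+ libraries are too few, with the real 3064 calls against a highest other of 0, and 1 split with as many.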

How the results depend on the processing

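The alternatives named as added, the count filter on rates among them, were chosen after the result was seen. Of 400 alternatives to 58 results, 330 gave the same result, 52 moved it, 10 made it stronger and 8 weaker. The cause was not tested in any case.

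DESeq2 called 218 genes without and 200.0 genes with 4sU against 0 min. Leaving out 1 library gave 63 to 129 genes without 4sU (0 min replicates 1, 2 and 3 left out: 72, 63 and 81) and 67 to 83 with 4sU (60 min replicates 1, 2 and 3: 77, 83 and 78; 0 min replicates 1, 2 and 3: 70.0, 67 and 69). For 4sU+ against total RNA the range was 2261 to 3165, and a 2-fold minimum left 1992. The replicate block gave 120 genes without 4sU, 108 with 4sU and 3537 for 4sU+ against total RNA. For the premature to mature ratio, leaving out a replicate gave 0 to 11 genes without 4sU (replicates 1 and 2: 0 and 0) and 0 to 5 with 4sU (replicates 1, 2 and 3: 0, 0 and 5), and limma gave 11 with 4sU and 8 with a block. List tests passing fell from 7, 9 and 2 to 3, 3 and 0 with an estimated correlation and to 4, 5 and 0 with fry, and the third to 1 with a block; leaving out a replicate gave 6 to 8, 8 to 9 and 1 to 3 (replicate 3: 1).

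The SDs of log10 synthesis and decay rate were 0.802 and 0.416 at 1 TPM or more, 0.926 and 0.45 for coding genes, 0.901 and 0.416 winsorized, and 0.784 and 0.423 (coding and noncoding) or 0.789 and 0.439 (all classes) with the added count filter; the median half-life at 1 TPM or more was 86.6 min. The r2 of decay rate and total RNA was 0.0362 as a squared Spearman coefficient, 0.0127 at 1 TPM or more and 0.0995 with the added filter. The r2 of RNA levels was 0.981 and 0.982 with a pseudocount of 1 TPM, 0.323 and 0.312 over all genes, 0.975 and 0.976 as squared Spearman, and 0.843 to 0.870 and 0.832 to 0.862 with a replicate left out. The difference in percent unspliced stayed within 19.8 to 21.0.

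Stability percentiles that changed their call were those of widely used factors (41.5, matched on total RNA, permutation test, p = 0.0497, stronger), basal transcription (63.4 at 1 TPM or more and 57.4 without replicate 1, weaker), vacuolar ATPase (80.2, matched, weaker), hemocyte (87.3 at 1 TPM or more, stronger), fat body (85.3 from the TPM ratio, 84.6 and 84.3 without replicates 2 and 3, weaker), cuticle (80.2 without replicate 1, adjusted p = 0.0790, weaker), ring gland (92.8 without replicate 2, adjusted p = 0.375, weaker), salivary gland (9.47 from the TPM ratio and 2.19 without replicate 1, stronger) and muscle genes (86.2 from the TPM ratio, 87.1, 87.5 and 83.9 without replicates 1, 2 and 3, 87.3 with the added filter and 80.7 matched, all stronger). With 1 replicate left out, percentiles from the TPM ratio ranged from 57.4 to 68.0 (basal transcription), from 80.2 to 90.9 (cuticle), from 91.7 to 93.1 (cytosolic ribosomal), from 70.3 to 85.9 (detoxification), from 25.1 to 32.6 (ecdysone), from 9.71 to 12.4 (patterning), from 84.3 to 88.3 (fat body), from 12.2 to 22.7 (FOXO), from 39.4 to 43.0 (glial), from 82.9 to 84.5 (glycolysis), from 94.6 to 95 (gut protease), from 14.6 to 18.8 (heat shock), from 78.9 to 79.5 (hemocyte), from 9.47 to 9.67 (immediate early), from 55.0 to 58.0 (immune peptide), from 11.1 to 14.8 (JNK), from 74.0 to 75.3 (mitochondrial ribosomal), from 83.9 to 87.5 (muscle), from 19.5 to 22.2 (neural fate), from 14.3 to 16.8 (neuroblast), from 93.0 to 94.8 (neuropeptides), from 88.6 to 88.9 (oxidative phosphorylation), from 36.2 to 47.7 (p53), from 12.4 to 14.3 (Polycomb targets), from 84.0 to 86.3 (proteasome), from 33.6 to 39.5 (receptors), from 50.2 to 51.4 (ribosome biogenesis), from 92.7 to 94.6 (ring gland), from 2.19 to 19.4 (salivary gland), from 25.4 to 28.1 (secreted signals), from 88.6 to 91.5 (stable noncoding), from 56.3 to 61.7 (synaptic), from 18.9 to 19.3 (transcription factors), from 78.0 to 82.3 (translation factors), from 71.9 to 73.4 (tRNA synthetases), from 70.8 to 77.7 (vacuolar ATPase), from 34.7 to 40.6 (widely used factors). Polycomb targets less other factors gave −11.3 to −9.49 points, and widely used less other factors 18.0 to 23.0.

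Of the named genes, Appl (0.0465), Pxn (0.0753) and Lpin (0.29) changed sign in 4sU+ against total RNA with intronic counts added, and Cpr49Ac (0.0230), RnrL (0.11) and Lpin (0.20) with spike-in scaling. Without replicate 3 the ring gland list turned up without 4sU and down between both 60 min groups (direction 1 and −1), and the fat body list up with 4sU (1). DESeq2 kept all 266 fold changes of named genes, and leaving out a library kept 1459 of 1596. Of 469 named percentiles with a replicate left out, 197 moved. With 3 libraries per group and these depths, most 2-fold changes stay uncalled.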

Differences from the paper's values

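The comparisons below were chosen after the result was seen, apart from the settings tried for each value, which except the added count filter were fixed before the data were examined.

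The paper gives transcription factor mRNAs a median around the 28th percentile, and the list used here had 18.6. It is within 1.5 times of the paper's value with replicate 1, 2 or 3 left out (19.3, 18.9 and 19.1), and not with the TPM ratio (17.6), at 1 TPM or more (14.3) or matched on total RNA. The lists differ, textbook factors here and a FlyBase group in the study.

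The paper gives an r2 of 0.04 for decay rate and total RNA across all genes, and the deposited rates gave 0.0692. As a squared Spearman coefficient it was 0.0362, and rates winsorized at 1% (0.0722) or genes with at least 1 TPM (0.0127) gave values apart from the paper's.

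The paper describes only slightly lower synthesis rates for noncoding RNAs, and the ratio of medians was 0.342, or 0.572 with the added count filter. It describes hemocyte and glial RNAs as tending towards stability, and the textbook lists used here had medians of 71.9 and 43.1, neither of which passed the permutation test. From the correlation of levels the paper proposes that incubation with 4sU does not cause large expression changes in 60 min. Between 60 min with and without 4sU, edgeR called 0 of 9856 genes. Against 0 min it called 132 genes without 4sU and 128 with 4sU, so these calls arose without 4sU as well. The r2 of levels against 0 min was 0.928 without 4sU, where the paper gives 0.94, and 0.903 with 4sU. The paper describes no large changes in RNA dynamics, and the ratio of premature to mature RNA changed for 11 and 20 of 3092 genes. Structural molecules have a median around the 79th percentile in the paper, and cytosolic ribosomal proteins alone had 97.6.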

Other observations

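The list tests and the test of the half-lives of risen genes below were written down ahead of their results, and the look at genes that fell and at risen genes in 4sU+ RNA was chosen after the result was seen.

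mRNAs of energy supply and protein turnover were stable. Half-lives of 366 min were the median for oxidative phosphorylation, with 54 of 57 mRNAs above the middle of all genes (median percentile 93.1), and COX8, a subunit gene of cytochrome oxidase, had 858 min (1097 ± 627). The proteasome had all 30 mRNAs above the middle (median percentile 90.8, quartiles 84.5 and 92.8, 86.3 ± 1.73 over 3 replicates), from Rpn13 at 111 min (113 ± 23.5) to Prosbeta7 at 475 min (485 ± 218). Further lists on this side in the two-sided permutation test of ranks were glycolysis (median percentile 88.9, half-life 257 min, 10 of 11 above the middle, adjusted p = 0.000502), vacuolar ATPase (median percentile 80.2, half-life 176 min, 13 of 17 above the middle, adjusted p = 0.0147, and 0.0616 against lists matched on total RNA), translation factors (median percentile 82.2, half-life 186 min, 30 of 34 above the middle, adjusted p = 3.70e-05) and tRNA synthetases (median percentile 74.1, half-life 144 min, 17 of 17 above the middle, adjusted p = 0.000578). In glycolysis, Gapdh1 and Gapdh2 had 442 min (470.4 ± 131) and 394 min (396 ± 116), while Hex-A, which encodes the hexokinase of the first step, had 37.4 min (39.0 ± 9.31).

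Basal transcription factors and Mediator had a median percentile of 65.7, with 28 of 41 above the middle (permutation test, adjusted p = 0.0129, a call lost at 1 TPM or more with 0.0644, without replicate 1 with 0.107 and matched on uridines with 0.0960), with TfIIA-S at 379.7 min (388 ± 83.5) and the Mediator gene MED1 at 32.7 min (31.7 ± 6.94). Widely used transcription factors had a median percentile of 41.5 (34 genes) against 16.1 for the other 251, a difference of 25.4 points (18.8 ± 3.08 over 3 replicates; two-sided permutation test, p = 1e-05, the smallest possible), and against all genes their adjusted p was 0.288. Among them Max, the partner gene of Myc, had 284 min (306 ± 137) and Nf-YC, a subunit gene of a CCAAT-binding factor, 28.5 min (29.0 ± 13.8). The mRNAs of a textbook neuroblast list were unstable (median percentile 16.5, quartiles 9.48 and 37.4, 22.2 ± 0.629 over 3 replicates, 15 of 17 below the middle, adjusted p = 0.000427 in the permutation test). The Cdc25 gene stg had 21.2 min (21.6 ± 3.76), and the cell polarity genes pins and mira lay above the middle at 101 min (100.3 ± 13.2) and 117 min (123 ± 42.2). By the paper's single-cell lists, type II neuroblast RNAs tended towards instability, and those of type I and quiescent neuroblasts towards stability.

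Among response genes, short half-lives were found for immediate early (median percentile 8.49, half-life 25.3 min, 0 of 8 above the middle, adjusted p = 0.000101), JNK and wound (median percentile 11.5, half-life 30.4 min, 2 of 14 above the middle, adjusted p = 0.000578) and heat shock genes (median percentile 18.7, half-life 40.6 min, 5 of 18 above the middle, adjusted p = 0.0112) in the permutation test. Hr38, a nuclear receptor gene induced by neuronal activity, had 14.5 min (14.4 ± 4.72), and ImpL2 19.3 min (19.4 ± 1.87). The immediate early, JNK and heat shock lists and ImpL2 also rose within 60 min of culture. Genes already rising during the labelling would look short-lived, which these libraries do not separate from fast decay. No difference from other genes passed for FOXO targets (median percentile 16.1, half-life 37.4 min, 3 of 9 above the middle, adjusted p = 0.133), ecdysone response (median percentile 30.3, half-life 54.6 min, 6 of 16 above the middle, adjusted p = 0.315), immune peptides (median percentile 53, half-life 87.4 min, 4 of 7 above the middle, adjusted p = 0.880), ribosome biogenesis (median percentile 54.3, half-life 89.6 min, 9 of 17 above the middle, adjusted p = 0.702) or p53 and DNA damage genes (median percentile 43.7, half-life 71.8 min, 5 of 11 above the middle, adjusted p = 0.602). Detoxification mRNAs were stable (the list as before (median percentile 81.3, half-life 186 min, 12 of 14 above the middle, adjusted p = 0.00155)), with Sod2, the mitochondrial superoxide dismutase gene, at 433 min (478 ± 173).

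Lists of tissues that a dissected brain could carry along rest on few and scarce mRNAs: fat body (median percentile 85.2, half-life 237 min, 7 of 8 above the middle, adjusted p = 0.00779), cuticle (median percentile 80.1, half-life 175 min, 19 of 25 above the middle, adjusted p = 0.00203), gut (median percentile 89.8, half-life 566 min, 4 of 4 above the middle, adjusted p = 0.00451), ring gland (median percentile 83.3, half-life 197 min, 4 of 5 above the middle, adjusted p = 0.0206), muscle (median percentile 80.7, half-life 187 min, 5 of 8 above the middle, adjusted p = 0.103) and salivary gland (median percentile 45.4, half-life 77.7 min, 3 of 6 above the middle, adjusted p = 0.493). The cuticle call is lost without replicate 1 (adjusted p = 0.0790), that of ring gland without replicate 2 (0.375), both when matched on uridines, and that of fat body without replicate 2 or 3 (0.0972 and 0.0750). Muscle passes in 6 alternatives (such as 0.0216 from the TPM ratio), and the salivary gland median moves to 9.47 from the TPM ratio (0.00800) and 2.19 without replicate 1 (0.000194). After 60 min, fat body genes had a median log2 fold change of −2.09 without 4sU (0 of 9 passed; camera, adjusted p = 0.0503).

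The genes that rose in culture are short-lived at 20 min of labelling, a link the paper does not describe. Of the 128 genes that rose in either comparison, 89 have a rate, with a median percentile of 10.5 (quartiles 6.81 and 19.9) and a median half-life of 28.9 min, and 82 lie under 60 min (two-sided permutation test against lists matched on total RNA, p = 1e-05, the smallest possible). Of 102 that were tested, 72 were higher in 4sU+ than in total RNA. This comparison uses the libraries behind the half-lives, so it is not separate support. The 15 that fell include 12 with a rate, with a median percentile of 80.8 and a half-life of 180.0 min. A short half-life may let an mRNA reach a new level within 60 min, and genes already rising in the first 20 min would also look short-lived, which these libraries do not separate. Brains labelled after 60 min of culture would tell these apart.

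Some genes that fell are long-lived. NKCC, with a log2 fold change of −0.76 after 60 min with 4sU, had a half-life of 311 min (307 ± 46.1), and Mdr65, which fell in both comparisons, had 3751 min (3617 ± 2822, n = 2) with 0 counts in a 4sU+ library. In 60 min an RNA without any synthesis falls by a log2 fold change of 60 divided by its half-life in min, and both genes fell by more than that. Blimp-1, which also fell, had a half-life of 59.8 min (60.4 ± 9.53). Loss of surface cells in culture and error in the half-lives were not tested as reasons.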
